# The histone demethylase Kdm3 prevents auto-immune piRNAs production in *Drosophila*

**DOI:** 10.1126/sciadv.ade3872

**Published:** 2023-04-07

**Authors:** Karine Casier, Julie Autaa, Nathalie Gueguen, Valérie Delmarre, Pauline P. Marie, Stéphane Ronsseray, Clément Carré, Emilie Brasset, Laure Teysset, Antoine Boivin

## Abstract

Genome integrity of the animal germline is protected from transposable element activity by PIWI-interacting RNAs (piRNAs). While piRNA biogenesis is intensively explored, little is known about the genetical determination of piRNA clusters, the genomic sources of piRNAs. Using a bimodal epigenetic state piRNA cluster (*BX2*), we identified the histone demethylase Kdm3 as being able to prevent a cryptic piRNA production. In the absence of Kdm3, dozens of coding gene-containing regions become genuine germline dual-strand piRNA clusters. Eggs laid by *Kdm3* mutant females show developmental defects phenocopying loss of function of genes embedded into the additional piRNA clusters, suggesting an inheritance of functional ovarian “auto-immune” piRNAs. Antagonizing piRNA cluster determination through chromatin modifications appears crucial to prevent auto-immune genic piRNAs production.

## INTRODUCTION

In animals, germ line genome integrity is preserved by small, noncoding, dedicated RNAs acting as an immune system against transposable element (TE) activity and called PIWI-interacting RNAs (piRNAs) (*1*, *2*). In *Drosophila*, piRNA production is initiated from heterochromatic loci containing remnants of TEs and enriched in histone H3 trimethylated on lysine 9 (H3K9me3) (*3*–*5*). These loci, called piRNA clusters, constitute a memory of past TE invasions. Two types of piRNA clusters coexist in the *Drosophila* gonads: those that are transcribed from a canonical RNA polymerase II promoter, producing single-strand RNA precursor and so-called uni-strand piRNA cluster, (*3*, *6*, *7*) and those whose transcription lacks defined promoters giving rise to transcripts from both DNA strands (*3*, *6*, *8*–*11*). These latter are called dual-strand piRNA clusters and are germline specific. How germinal dual-strand piRNA clusters are defined and activated at each generation remains elusive: Repetitive DNA sequences, specific chromatin marks, flanking transcription units, and maternal inheritance of homologous piRNAs are all features that appear critical for their determination (*11*–*14*). One of the key determinants of germinal piRNA clusters is Rhino, a homolog of the heterochromatin protein 1a (HP1a) (*8*, *15*). Rhino specifically binds the H3K9me3-enriched chromatin of piRNA clusters through its N-terminal chromodomain (*6*, *14*, *16*) and recruits proteins allowing a noncanonical transcription of piRNA clusters (*6*, *11*), the maturation, and the nuclear export of the piRNA precursors (*9*, *10*, *17*–*21*). How Rhino selectively recognizes H3K9me3-enriched piRNA clusters and not other H3K9me3-enriched regions, such as the pericentric heterochromatin, remains to date unexplored. Maternally inherited piRNAs are currently thought to be the sequence-specific signal that target Rhino to the transcripts coming from H3K9me3-enriched regions in the zygote, thus maintaining, throughout generations, the memory of piRNA cluster identity (*6*, *13*, *14*). However, how piRNA clusters are originally defined and start to produce piRNAs is still not understood. To further elucidate mechanisms that define germinal piRNA clusters, we performed an original genetic screen revealing genes involved in maintaining *BX2*, a repetitive locus that can produce piRNAs (ON state) (*13*, *22*, *23*), in an inactive piRNA production state (OFF state). Here, we reveal that the histone demethylase Kdm3 prevents *BX2* and a dozen of other gene-containing regions from becoming bona fide germinal dual strand piRNA clusters. Eggs laid by *Kdm3* mutant females show developmental defects that phenocopy loss of function of genes embedded into the additional piRNA clusters. This can suggest an inheritance of functional ovarian “auto-immune” piRNAs.

## RESULTS

### Germline knockdown of *half pint* or of *Kdm3* activates a piRNA cluster without homologous piRNA maternal inheritance

Using *BX2*, a locus made of seven *P-lacZ-white* [*P(lacW)*] transgenes and behaving as a dual-strand piRNA cluster (*13*), we previously showed that an environmental stress can activate de novo *BX2*, likely through an increase of its antisense transcription (*23*). Using the bimodal epigenetic state ability of *BX2*, which can be in an ON or an OFF state for piRNA production, we designed a genetic screen allowing us to test the effect of germline knockdown (GLKD) of genes on *BX2* activation (Fig. 1, A and B). We tested 491 small hairpin RNA (shRNA)–producing lines (*24*) affecting 341 candidate genes mainly involved in RNA biology and chromatin remodeling (table S1). Among those, only two independent lines enabled the conversion of *BX2*^OFF^ into *BX2*^ON^, as shown by its ability to functionally repress in trans a homologous euchromatic *P(lacZ)* target (Fig. 1, C to G). The first line is designed to specifically target the splicing factor *half pint* (*hfp*) and the second line targets specifically *Kdm3*. *Kdm3* encodes a Jumonji C (JmjC) domain–containing histone demethylase, the single *Drosophila* ortholog of mammalian KDM3A and KDM3B that catalyze H3K9me2 demethylation (*25*). KDM3B is involved in gene activation in leukemia cells (*26*, *27*); for review, see (*28*). In *Drosophila*, Kdm3 was found in substantially increased association with mutated H3K9M-containing mono-nucleosomes (*29*). In addition, its loss of function has been reported to act as an enhancer of position effect variegation (PEV) (*30*), while its overexpression acts as a suppressor of PEV (*29*), suggesting that Kdm3 acts as a structural antagonist to heterochromatin. PEV is a phenomenon that occurs when a euchromatic sequence is relocated next to heterochromatic regions (*31*). The expression of relocated genes is then subject to stochastic and bimodal (ON/OFF) expression due to the propagation of heterochromatin proteins, such as HP1a, overflanking sequences to varying degrees from cell to cell. This cell-autonomous phenomenon thus produces a variegated phenotype. We previously observed such an incomplete, bimodal, and stochastic repression of the *P(lacZ)* target in the adult ovaries resembling to variegation (*23*, *32*), referred to as “mixed repression” in this study. We showed previously that it can occur at all developmental stages (*33*). The interesting similitude between incomplete piRNA-mediated repression and PEV phenotypes suggested the role of chromatin remodeling factors in both mechanisms long before their functional discovery.

**Fig. 1.**
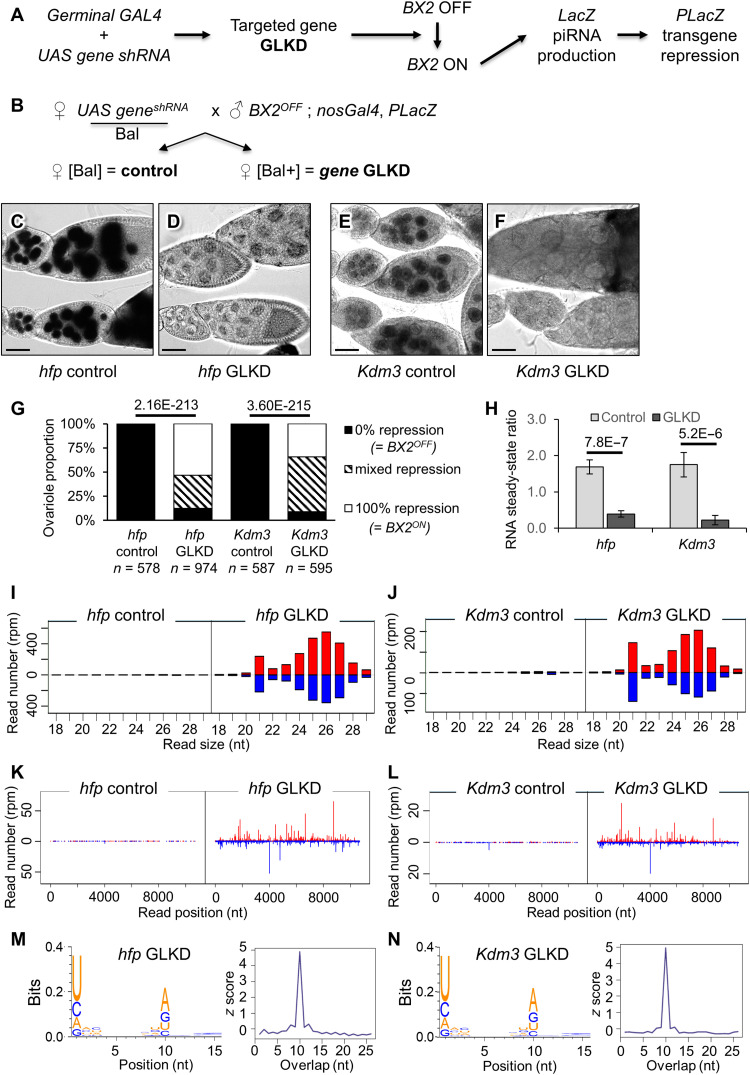
*hfp* and *Kdm3* GLKD lead to de novo activation of the *BX2* piRNA cluster. (**A**) Strategy followed to identify genes required to maintain *BX2* in an inactive state (*BX2*^OFF^). (**B**) Genetic scheme performed to compare the *BX2* ON/OFF state between GLKD and control contexts. Bal is for a balancer carrying a dominant phenotypic marker. (**C** to **F**) β-Galactosidase staining of ovaries. The corresponding genotype is indicated below each picture. Scale bars, 30 μm. (**G**) Ovariole repression was measured by counting the number of ovarioles showing no, partial, or complete repression of the *P(lacZ)* target among egg chambers. *P* values are indicated above bars (Pearson’s χ^2^ test). *n* is the number of ovarioles counted. (**H**) Measurement of *hfp* and *Kdm3* RNA steady-state level by RT-qPCR from control and respective GLKD ovaries. *n* = 5 biological replicates for each condition. Error bars are SD. *P* values are indicated above bars (bilateral *t* test). (**I** and **J**) Comparison of the size distribution of 18- to 29-nt ovarian small RNAs (sRNAs) matching *BX2* sequences between *BX2* control (*BX2*^OFF^) and *BX2* activated by *hfp* GLKD (I) or by *Kdm3* GLKD (J). Positive and negative values correspond to sense (red) and antisense (blue) reads, respectively. (**K** and **L**) Comparison of 23- to 29-nt unique mappers along the *BX2* sequence between *BX2* control (*BX2*^OFF^) and *BX2* activated by *hfp* GLKD (K) or *Kdm3* GLKD (L). (**M** and **N**) Logo showing the enrichment in a U at the first position, 66.8% 1U, *n* = 28,029 reads in *hfp* GLKD ovaries (M) and 72.0% 1U, *n* = 11,806 reads in *Kdm3* GLKD ovaries (N) and the enrichment of an A at the 10th position among the paired reads (49.3% 10A, *n* = 2237 for *hfp* GLKD (M) and 57.7% 10A, *n* = 929 for *Kdm3* GLKD (N). The 5′ overlap probability *z* score of paired reads is shown for *hfp* and *Kdm3* GLKD, respectively.

GLKD efficiencies were checked by reverse transcriptase followed by quantitative polymerase chain reaction (RT-qPCR) on total ovarian RNA (Fig. 1H) and their effect on *BX2* conversion were confirmed with characterized *hfp* and *Kdm3* mutant alleles. While amorphic or strong alleles of *hfp* lead to homozygous embryonic lethality, *hfp*^9^ and *hfp*^13^ are two hypomorphic alleles that allow adult survival (*33*). Different allelic mutant combinations led to the conversion of *BX2*^OFF^ into *BX2*^ON^, confirming the specific role of *hfp* in this process (fig. S1, A to F). Similarly, a trans-heterozygous combination of null alleles of *Kdm3* (*30*, *34*) led to the *BX2* conversion confirming the role of *Kdm3* in the *BX2*^OFF^ state maintenance (fig. S1, G to I). Whole-sequencing analyzes of small RNAs (sRNAs) extracted from controls, *hfp*, and *Kdm3* GLKD ovaries revealed that, in agreement with the functional silencing of the *P(lacZ)* target, a characteristic profile of *BX2* locus–derived sRNAs composed of a peak of 21–nucleotide (nt)–long [corresponding to small interfering (siRNAs)] and a bulk of 23- to 29-nt-long (corresponding to piRNAs) was produced in both *hfp* and *Kdm3* GLKD ovaries when compared to their respective control sisters (Fig. 1, I and J and table S2). It was recently reported that siRNAs can provide initial trigger to activate some piRNA clusters (*35*). To test the relevance of siRNAs in the activation of *BX2* in an *hfp* or *Kdm3* GLKD, we reproduced the above experiment in a *Dicer-2* (*Dcr-2*) homozygous loss-of-function mutant context. Dcr-2 is a ribonuclease (RNAse) III enzyme that is required for siRNA production (*36*) and we have previously shown that in a *Dcr-2^L811fsX^* homozygous context, 21-nt-long RNA production from *BX2* locus was abolished (*22*). We show here that the activation of *BX2* by *hfp* GLKD or *Kdm3* GLKD was not altered in *Dcr-2^L811fsX^* homozygous mutant (fig. S2, A and B) demonstrating that, in this case, siRNAs are not required for *BX2* activation. We therefore focused on 23- to 29-nt sRNAs that map all along the *BX2* sequence (Fig. 1, K and L). These sRNAs were enriched with a U at 5′ end and present, among the paired reads, an enrichment of an A at the 10th position known as the ping-pong signature confirmed by calculation of the 5′ overlap probability *Z* scores (Fig. 1, M and N) (*3*). Together, our results show that *hfp* or *Kdm3* GLKD induces piRNA production and trans-silencing capacities of the *BX2* locus, demonstrating that a locus made of repeated sequences could require a genetically active process to maintain a non–piRNA-producing state (OFF).

### The *BX2* conversion is stable through generations

*BX2 hfp* GLKD flies are fertile, allowing us to check the stability of the *BX2* OFF-to-ON conversion in following generations and after a return to a wild-type dosage of *hfp* (fig. S3A). Ovarian sRNA analyses revealed that the progeny of *BX2 hfp* GLKD flies that do not produce shRNA against *hfp* anymore however maintained the production of numerous piRNAs matching *BX2* sequence when compared to the progeny of *BX2* control flies (fig. S3, B to D). These piRNAs are enriched in U at the 5′ end and in A at the 10th position among the paired reads (fig. S3E). The *BX2*^ON^ state was fully maintained in seven independent lines established from seven single G2 *BX2* females and tested during 20 generations (table S3). These results demonstrate that, once established by a transient reduction of the *hfp* dosage, the acquired *BX2*^ON^ state is maintained through generations likely by maternal inheritance of *BX2* piRNAs (*13*, *22*). In contrast to *hfp* GLKD flies, *Kdm3* GLKD and *Kdm3* KO flies do not produce viable progeny, preventing us to analyze the stability of this conversion in subsequent generations.

### Mutants of *otu* do not activate *BX2*

To further investigate the mechanism of *BX2* conversion by *hfp* GLKD, we first checked whether the direct down-regulation of a known target of Hfp could activate *BX2*^OFF^. The *ovarian tumor* gene (*otu*) encodes a deubiquitinase involved in several processes including germ cell development. *Otu* sounded to be a good candidate because the specific 104-kDa isoform, which is produced through the Hfp-mediated splicing (*33*), encodes a TUDOR domain that is shared by a lot of proteins involved in piRNA biology (Spn-E, Krimp, Qin, Tej, Tapas, Vret, Tudor, SoYb, BoYb, and Yb) and conserved in most animals (*2*). Therefore, we tested the effect of *otu* GLKD or *otu* mutant alleles on *BX2*^OFF^ conversion. The *otu* GLKD context leads to atrophic gonads with few egg chambers and no *BX2* activation (*n* = 15 females). Coherently, two allelic mutant combinations of *otu* did not induce *BX2* conversion either (fig. S3F). Together, these results demonstrate that the *hfp* GLKD effect on *BX2* conversion does not rely on *otu* splicing regulation nor on the 104-kDa isoform production.

### Hfp regulates *Kdm3* splicing

Given the annotated *Drosophila* genome, *Kdm3* shares its 5′ untranslated region (UTR) with the *CG8176* gene that encodes an F-BAR domain–containing protein potentially involved in cytokinesis [Fig. 2A and (*37*)]. This peculiar genomic position suggests that *Kdm3* expression relies on specific splicing factors. 

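*Kdm3* (FBgn0037703) lies on the plus strand of chromosome arm 3R of genome release 6, from 9516007 to 9520938, and *CG8176* (FBgn0037702) lies on the same strand from 9516007 to 9527237, so that both annotated genes start at the same base. In RNA-seq of *Kdm3* GLKD ovaries against control sisters, the authors' deposited table gives *Kdm3* a log2 fold change of -1.29 (standard error 0.14, adjusted p = 3.8e-18) at a base mean of 302. For *CG8176*, at a base mean of 8783, the authors' deposited table gives a log2 fold change of 0.00 (standard error 0.06, adjusted p = 0.98).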

To test whether the production of *Kdm3* transcripts depends on Hfp, we measured by RT-qPCR the steady-state level of the two *Kdm3* isoforms RNA in different *hfp* mutant or *hfp* GLKD backgrounds. Four different primer sets revealed that both *Kdm3* RA and RB spliced forms are strongly affected in all tested *hfp* mutant and GLKD backgrounds, while unspliced isoforms were almost unaffected (Fig. 2, B to E). To investigate whether Hfp plays a direct role on *Kdm3* splicing, RNA immunoprecipitation (RIP) experiments were carried out using Hfp–green fluorescent protein (GFP)–expressing flies and anti-GFP antibodies followed by RT-qPCR analyses. As expected, RNAs from known target of Hfp such as *tra2* (*38*) and *otu* (*33*) were significantly enriched when compared to control gene (*eEF5*) (Fig. 2F). *Kdm3* RNA was also significantly enriched, supporting the fact that Hfp is directly involved in *Kdm3* splicing (Fig. 2F). We did not detect any interaction between Hfp and *BX2* transcripts arguing against a direct effect of Hfp on *BX2* conversion (Fig. 2F).

**Fig. 2.**
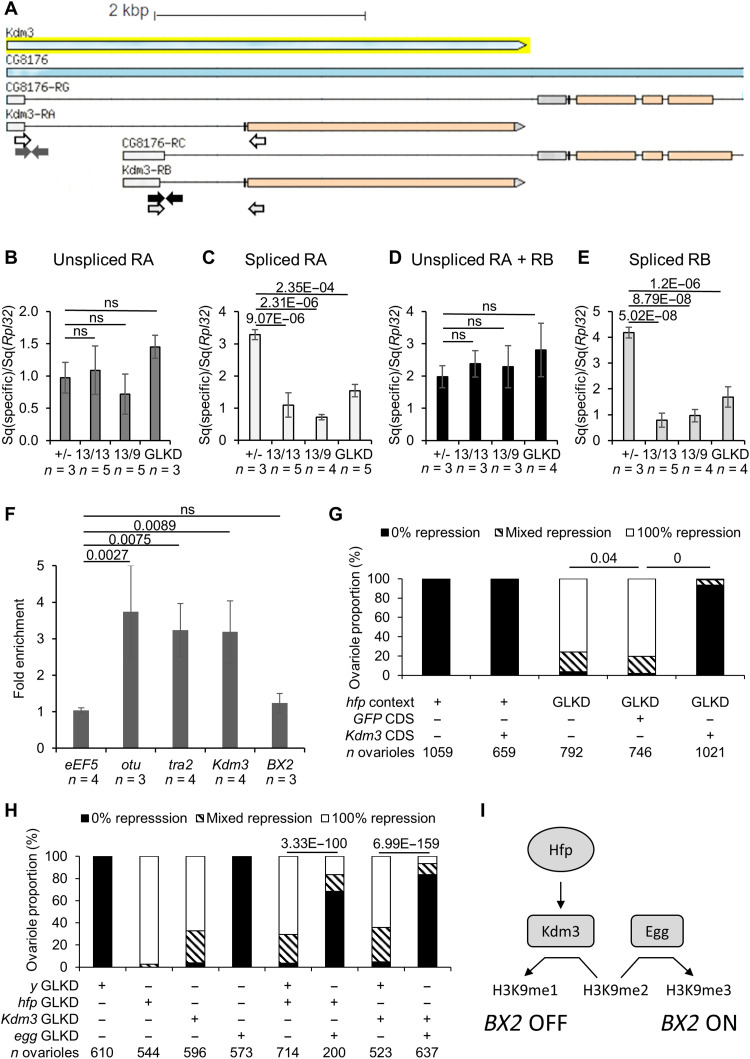
Interactions between *hfp*, *Kdm3* and *egg* in *BX2* conversion. (**A**) The two *Kdm3* RNA isoforms (*RA* and *RB*) share a 5′UTR (light gray boxes) with two RNA isoforms of *CG8176*. Colored arrows indicate primers used for following RT-qPCR experiments. (**B** to **E**) RT-qPCR experiments using specific primers shown in 3a and *Rpl32* primers as reference. Sq, standard quantity. *n* is the number of biological replicates. Error bars are SD. *P* values are indicated above bars [analysis of variance (ANOVA) following by Tukey post hoc test, ns (nonsignificant) is for *P* value >0.05]. (**F**) RNA immunoprecipitation (RIP) experiment using a *hfp-GFP* construct. Error bars are SD. *P* values are indicated above bars (ANOVA following by Tukey post hoc test, ns is for *P* value >0.05). (**G**) Rescue experiment using Kdm3 CDS. Histogram shows the percentage of ovarioles showing homogeneous β-galactosidase staining in all egg chambers (0% repression, *BX2*^OFF^**), homogeneous nonstaining in all egg chambers (100% repression, *BX2*^ON^**) or mixed repression. For all crosses, males bore *BX2*^OFF^**, *nosgal4*, and *P(lacZ)* transgenes and females carried a combination of *UAS-hfp shRNA* (*hfp* GLKD), *UASpRFP* (as control of a potential GAL4 dilution effect on two UAS transgenes), and/or *UASpKdm3* CDS transgenes. *P* values are indicated above bars (Pearson’s χ^2^ test). *n* is the number of counted ovarioles. (**H**) Epistatic relationships between *hfp*, *Kdm3*, and *egg* GLKD upon the activation of a paternally inherited *BX2*. Histogram shows the percentage of ovarioles as in (G). For all crosses, males bore *BX2*^OFF^**, *nosgal4*, and *P(lacZ)* transgenes, while females carried a combination of *UAS-hfp shRNA*, *UAS-Kdm3 shRNA*, *UAS-egg shRNA*, and/or *UAS-y shRNA* as a control for a potential GAL4 dilution effect on two UAS transgenes. *n* is the number of counted ovarioles. (**I**) Model of regulation of the epigenetic state of *BX2* by modulation of the methylated state of the lysine-9 of histone H3 (H3K9) by Kdm3 and Egg.

### *Kdm3* and *egg* act antagonistically on the *BX2* epigenetic state

To test whether the *BX2* conversion in *hfp* GLKD background functionally depends on *Kdm3*, we constructed a transgene containing the coding sequence (CDS) of *Kdm3* whose expression relies on the GAL4/UAS system (see Material and Methods). Using a driver expressing GAL4 in the germline, we showed that the germinal expression of *Kdm3* CDS prevents the *BX2* conversion in an *hfp* GLKD background (Fig. 2G). In that context, 93% of ovarioles (*n* = 1021) showed β-galactosidase expression in all egg chambers, thus demonstrating that *BX2* was not converted into an active piRNA cluster. This result strongly suggests that *Kdm3* splicing performed by Hfp is critical for *BX2* conversion. We then hypothesized that *BX2* is actively maintained OFF by Kdm3, an H3K9me2 demethylase enzyme that might counteract the function of an antagonist protein involved in the piRNA pathway to avoid piRNA cluster conversion. One of the best candidates is Eggless/SetDB1 (Egg), a H3K9 methyltransferase that has been shown to be required for germinal piRNA cluster determination (*5*, *39*, *40*). We have tested this hypothesis by analyses of epistasis relationship between *egg*, *hfp*, and *Kdm3* GLKD. The concomitant loss of *egg* and *hfp* on one hand or of *egg* and *Kdm3* on the other hand prevents *BX2* conversion (Fig. 2H). These results show that *egg* is required for the *BX2* epigenetic conversion in an *hfp* or *Kdm3* GLKD background very likely through H3K9 methylation level (Fig. 2I).

### Other transgenic clusters can be activated upon *hfp* or *Kdm3* GLKD

Previously, we have shown that the stability throughout generations of *P(lacW)* clusters activated by maternally inherited homologous piRNAs (paramutation) depends on the size of the cluster, i.e., the number of transgenes making the cluster (*13*). Here, we tested whether the number of *P(lacW)* transgenes present in the same locus influences the conversion efficiency in *hfp* or *Kdm3* GLKD backgrounds (fig. S4, A and B). As observed for the paramutation phenomenon, the longer the cluster, the higher the conversion rate (fig. S4C). Furthermore, smaller clusters (one and two copies) could not be activated for piRNA production, revealing that the conversion requires a minimum of four repeats and do not depend on the genomic integration location. Next, we asked whether a subtelomeric piRNA cluster could be stimulated for piRNA production in *hfp* or *Kdm3* GLKD backgrounds. Previously, we have described that the activation for piRNA production of transgenes embedded in subtelomeric piRNA clusters was spontaneous but delayed when the transgenes were paternally inherited (*32*). Four generations were required to reach a full production of piRNAs and a full repression of a *P(lacZ)* target in a β-galactosidase functional assay (*32*). Here, we show that *hfp* and *Kdm3* GLKD markedly increased subtelomeric transgene activation during the first generation (fig. S4, D and E). These results show that the activation effect is not restricted to the *BX2* piRNA cluster family. As the subtelomeric transgenes are embedded into natural piRNA clusters, it also suggests that Kdm3 may counteract the propagation of piRNA production capacity from neighboring piRNA clusters, thereby helping in defining the frontiers of piRNA clusters.

### Dozens of genomic regions become piRNA clusters upon *Kdm3* GLKD

To know whether other genomic regions could be actively turned ON for piRNA production, we performed a comparative analysis of sRNA production of three replicates from control and *Kdm3* GLKD ovaries. 

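The sRNA-seq comparison was available as the authors' deposited table of differential counts on genes, for 3 libraries of *Kdm3* GLKD ovaries against 3 of control sisters, without values per library. According to the paper's Table S2, the 3 *Kdm3* GLKD libraries held 637207 to 1996135 unique 23- to 29-nt mappers and the 3 control libraries 1400470 to 1754599. Before counting, the authors removed reads matching tRNA, miRNA, miscRNA and rRNA, and counted the remaining unique 23- to 29-nt reads on genes with featureCounts. The values are the base mean, which is the mean normalized count over the 6 libraries, the log2 fold change with its standard error, and the p-value before and after adjustment, all from the authors' DESeq2 fit. Of the 17875 genes listed, 11390 have an adjusted p-value, and these were taken as the tested genes. The log2 fold changes of genes with few reads are drawn toward 0 in this table: for all 2904 genes with a base mean above 0 and under 1, the standard error lies below the counting error of so few reads. The 123 regions were taken from the paper's Table S4, and a gene was assigned to a region when its annotated span overlaps it by at least 1 bp. Genes of the regions were compared with the other tested genes by two-sided Fisher's exact tests, and with 10000 placements of the regions at random positions on their own chromosome arms, because neighboring genes are not independent. On simulated data, made with the 11304 tested genes of the ovary RNA-seq table that could be placed, with changed genes in runs of 10 neighbors and no tie to the regions, Fisher's exact test gave a p-value under 0.05 in 25 of 100 runs and the placements in 6 of 100.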

Despite its strong effect on the conversion of *BX2* family and subtelomeric piRNA clusters, *Kdm3* GLKD did not induce major changes in the global piRNA production in ovaries. The number of 23- to 29-nt RNAs mapping the *Drosophila* genome or previously defined piRNA clusters was not significantly modified (Table 1) (*3*, *41*). We noted a small but nonsignificant increase of piRNAs matching transposon sequences (Table 1), suggesting that a small number of 23- to 29-nt RNA genomic sources could have changed.

**Table 1.** Number of 23- to 29nt sRNA matching *Drosophila* genome, previously defined piRNA clusters and transposon sequences. Total or unique mappers are indicated. *n* is the mean number of reads given in read per million (rpm). SD is the standard deviation observed between the three biological replicates. *P* value from Mann-Whitney is given.

	Control		*Kdm3* GLKD		*P* value (Mann-Whitney)
	*n* (rpm)	SD	*n* (rpm)	SD	
*Drosophila* genome (total)	256,539	3987	269,805	8524	0.2
*Drosophila* genome (unique)	60,577	890	64,494	2783	0.1
piRNA clusters defined in (*3*) (unique)	55,841	939	56,665	1820	0.7
piRNA clusters defined in (*41*) (unique)	67,432	1078	67,807	839	0.7
Transposons (total)	174,550	5708	189,898	6001	0.1
Transposons (unique)	29,448	993	33,383	1078	0.1

To question the source of piRNA production, the *Drosophila* genome was first split into one kilobase (kb) bins, and the unique 23- to 29-nt reads isolated from control and *Kdm3* GLKD ovaries were then mapped on these bins. Bins producing differential amount of 23- to 29-nt RNAs (DESeq2 analysis, fold change ≥8, *P* value <0,001) were recovered. Selected bins distant from less than 3 kb were grouped resulting in 134 differentially 23- to 29-nt-expressing regions (table S4). They range from 6 to 182 kb and represent a total of 2.5 megabase (Mb). Eleven intergenic regions (totalizing 144 kb) produce less 23- to 29-nt RNAs in *Kdm3* GLKD than in control, while 123 regions (totalizing 2.38 Mb) produce significantly more 23- to 29-nt RNA in *Kdm3* GLKD than in control ovaries. 

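By chromosome arm, the 123 regions number 22 on 2L, 18 on 2R, 21 on 3L, 21 on 3R, 3 on 4 and 38 on X, with a median size of 11 kb. They overlap 273 annotated genes, of which 197 are protein-coding and 63 are ncRNA genes, and 159 genes lie wholly inside a region. There are 106 regions with at least 1 annotated gene and 17 without. Of the 11 regions with fewer 23- to 29-nt RNAs, 1 lies on 2R, 3 on 3L and 7 on 3R, and 10 annotated genes overlap them. The largest falls in the authors' deposited table of 23- to 29-nt RNAs were in these regions, with log2 fold changes of -6.11 (standard error 0.54) for *asRNA:CR44018*, -5.89 (0.56) for *lncRNA:CR43988* and -5.88 (0.55) for *lncRNA:CR44511*.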

We identified 13 regions with a high mean amount of 23- to 29-nt RNAs (MA plot red dots in Fig. 3A), including *white* (*w*) sequences (R100) corresponding to *BX2* [*P(lacW)* transgenes] and *jing* (R4), the gene flanking the *42AB* locus, the largest natural germline piRNA cluster in *Drosophila melanogaster*. 

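In region R100, which Table S4 places on X from 2790000 to 2797000, *w* (FBgn0003996) had a base mean of 1272 and a log2 fold change of 5.33 (standard error 0.17, adjusted p = 9.9e-203) in the authors' deposited table. Reads of the *P(lacW)* transgenes and of the endogenous *w* gene are not separated in this value. Region R4 lies on 2R from 6503000 to 6613000, and for its gene *jing* (FBgn0086655) the authors' deposited table gives a base mean of 9059 and a log2 fold change of 2.69 (standard error 0.09, adjusted p = 7.5e-184). The 13 regions overlap 64 annotated genes.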

Other selected regions contain genes mostly coding for transcriptional factors implicated in embryonic development (Fig. 3A). These results were confirmed by a sRNA sequencing (sRNA-seq) DESeq2 analysis focusing on *Drosophila* genes (r6.36). This independent approach confirmed that the genes embedded in the additional piRNA-producing regions produce significantly more piRNAs in *Kdm3* GLKD than in control (fig. S5, A and B). sRNAs produced by these regions originate from both strands (Fig. 3B), the 23- to 29-nt RNAs present an enrichment in U at 5′ end (63.5% 1U, *n* = 98,560) and A at the 10th position among the paired reads (56% 10A, *n* = 1397; Fig. 3C, left). 

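Over all genes, 1072 were higher and 443 lower in the authors' deposited table of 23- to 29-nt RNAs at an adjusted p-value under 0.05. Among the tested genes of the 123 regions, 218 of 255 (85.5%) were called higher, against 854 of 11135 other genes (7.67%). The odds ratio is 70.9 (Fisher's exact p = 2.0e-190, Benjamini-Hochberg adjusted p = 1.4e-189 over the 7 tests of region genes in all tables). Random placements of the regions gave a median share of 14.0% (2.5th to 97.5th percentile 9.33 to 20.0%) and a largest share of 25.8%, which corresponds to a permutation p = 2e-04, the smallest that 10000 placements can give. Of the alternatives, restricting the list to the 13 regions that the paper calls major moved the odds ratio most, to 361. The 13 regions were selected on these same libraries, as were all 123, so that the comparison is not independent evidence. The largest gains in the authors' deposited table were in *lncRNA:CR44786* (log2 fold change 7.16, standard error 0.45), *laf* (7.09, standard error 0.35) and *SmydA-8* (6.40, standard error 0.39), which all lie in the 123 regions. From the increase on the genes, the paper concludes that they produce significantly more piRNAs in *Kdm3* GLKD than in control ovaries (fig. S5, A and B).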

The calculation of the 5′ overlap probability *Z* score confirmed the presence of a ping-pong signature for these 23- to 29-nt RNAs (Fig. 3C, right). It was shown that the Rhino machinery enables promoter-independent dual-strand transcription and suppresses splicing from piRNA cluster transcripts (*9*, *11*). As intron-containing genes are present in the 123 regions, we compared the number of 23- to 29-nt reads per kilobase originating from introns and exons. Comparable rates were observed [introns 2.39 RPKM (per kb and per million of reads) versus exons 1.98 RPKM], suggesting that transcripts from these regions are not spliced before sRNA production (table S5). Higher values, but still comparable between introns and exons, were obtained when considering only the 13 strongest 23- to 29-nt-producing regions (introns 4.46 RPKM versus exons 3.49 RPKM; table S5). Together, these data strongly suggest that these 23- to 29-nt RNAs are bona fide piRNAs.

**Fig. 3.**
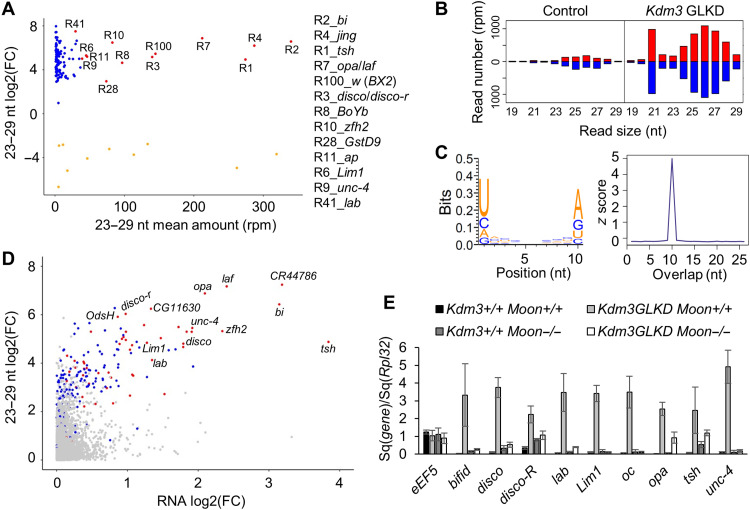
Characterization of additional piRNA clusters upon *Kdm3* GLKD. (**A**) Ovarian small RNAs (sRNAs) (23 to 29 nt, unique mappers per 1-kb bins) fold change (log2, *y* axis) between *Kdm3* GLKD and control compared to the mean amount of 23 to 29 nt (*x* axis) revealed that 123 gene-containing regions produce a significant increased amount of sRNAs (blue and red dots). Thirteen major regions (red dots) are listed with included major gene names. (**B**) Comparison of the size distribution of sRNAs (18 to 29 nt) matching the 13 major producing regions between control and *Kdm3* GLKD contexts. Positive and negative values correspond to sense (red) and antisense (blue) reads, respectively. (**C**) Logo showing the enrichment in U1 and A10 of the 10-nt paired sRNAs that match the 13 major producing regions in *Kdm3* GLKD and their 5′ overlap probability *z* score. (**D**) Ovarian sRNAs (23 to 29 nt, unique mappers on genes) fold change (log2, *y* axis) between *Kdm3* GLKD and control compared to RNA fold change between *Kdm3* GLKD and control (log2, *x* axis) from total RNA-seq. Red dots correspond to genes contained in the 13 most producing piRNA regions in *Kdm3* GLKD ovaries [same as (A)], dark blue dots are genes contained in the 123 additional producing regions, light blue dots are genes presenting a significant difference (*P* value <0.05), and gray dots are nonsignificant differentially expressed genes (*P* value >0.05). (**E**) RT-qPCR measurements using specific primers corresponding to tested genes and *Rpl32* primers as reference. They confirm the increase of RNAs observed by RNA-seq [in (B)] in *Kdm3* GLKD (light gray columns) compared to control (dark columns). This increase depends on Moonshiner (white columns). The loss of Moonshiner itself does not alter the RNA steady state level of these regions (dark gray columns). A complete statistical analysis is given on table S6.

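RNA-seq of ovaries was available as the authors' deposited table of a DESeq2 comparison between 3 libraries of *Kdm3* GLKD ovaries and 3 of control sisters, without values per library, so that no test across libraries could be run beyond the authors' own. According to the paper's Table S2, the *Kdm3* GLKD libraries held 26531156 to 41170212 mapped reads and the control libraries 33133242 to 43201907. The authors aligned the reads to the annotated genes with Bowtie and counted them with featureCounts. The table lists 17875 genes, of which 11389 have an adjusted p-value, with a median standard error of 0.108 on the log2 scale. For all 2118 genes with a base mean above 0 and under 1, the standard error is at most 0.0678, below the counting error of so few reads, so that log2 fold changes of genes with few reads are drawn toward 0. At an adjusted p-value under 0.05, 769 genes were higher (4.30% of those listed) and 969 were lower (5.42%) in *Kdm3* GLKD ovaries in the authors' deposited table. The calls depended most on the requirement of an absolute log2 fold change of at least 1, which left 94 higher and 121 lower genes in the authors' deposited table. The median log2 fold change was 0.40 among the genes called higher and -0.46 among those called lower in the authors' deposited table. Among genes outside the regions, the largest falls in the authors' deposited table were in *HGTX* (log2 fold change -3.47, standard error 0.19), *Arc1* (-3.10, standard error 0.10) and *e* (-3.05, standard error 0.19). *HGTX* and *e* lie on chromosome 3, where a strain difference between the sisters was not excluded. For *rhi*, the authors' deposited table gives a log2 fold change of -0.56 (standard error 0.08, adjusted p = 9.1e-10). The reference genes *eEF5* and *RpL32* had log2 fold changes of 0.00 and -0.05 in the authors' deposited table.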

RNA-seq experiments performed on total ovarian RNAs followed by a DESeq2 analysis between *Kdm3* GLKD and control revealed that among the 17,612 genes of *D. melanogaster*, 1283 are significantly up-regulated (7.3%) and 1399 are down-regulated (7.9%, see also MA and volcano plots on fig. S5, C and D). Among the 275 genes embedded in the 123 regions producing de novo piRNAs, 112 genes are significantly up-regulated (40.7%) and 31 genes are down-regulated (11.3%; fig. S5, C and D). 

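Among the tested genes of the 123 regions, 106 of 206 (51.5%) were called higher, against 663 of 11183 other genes (5.93%). The odds ratio is 16.8 (Fisher's exact p = 8.7e-70, Benjamini-Hochberg adjusted p = 2.0e-69 over the 7 tests of region genes in all tables). Random placements of the regions gave a median share of 6.29% and at most 16.3% (permutation p = 2e-04, the smallest that the placements can give). Lower calls were made on 23 of 206 region genes (11.2%), against 946 of 11183 other genes (8.46%), with an odds ratio of 1.36 (Fisher's exact p = 0.17). This difference was not beyond the random placements, which gave a median of 13.7% (permutation p = 0.27). Restricted to the genes that lie wholly inside a region, the odds ratio of lower calls was 0.68. Counted over all 273 region genes listed, tested or not, the authors' calls make 38.8% higher and 8.42% lower. Lower calls made 5.37% of the other genes listed, and the odds ratio was then 1.62 (Fisher's exact p = 0.041). The median log2 fold change of the 262 region genes with a value was 0.24, against a median of -0.01 (2.5th to 97.5th percentile -0.03 to 0.01) in 10000 lists of genes matched on the ovary base mean.

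**Figure D1:**
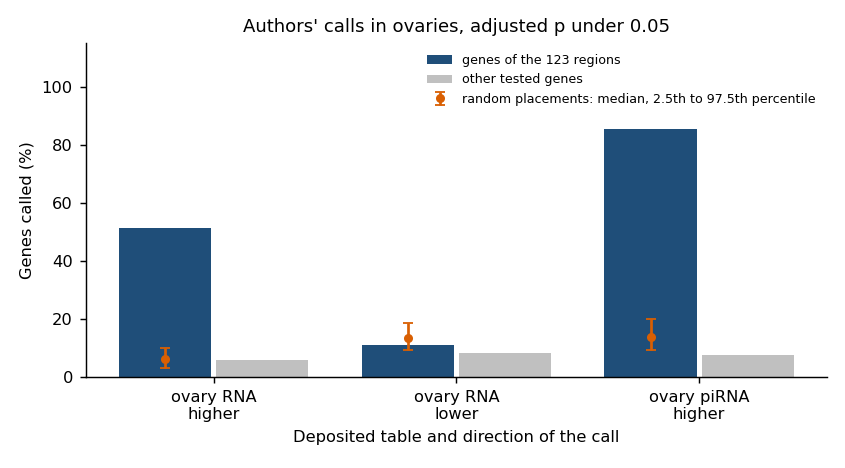
Percent of tested genes that the authors' deposited tables call higher or lower in *Kdm3* GLKD ovaries at an adjusted p-value under 0.05, for genes of the 123 regions (blue bars) and other tested genes (gray bars). Orange points and bars give the median and the 2.5th to 97.5th percentile of 10000 random placements of the regions. The blue bars of the higher calls stand at 51.5% for RNA and 85.5% for 23- to 29-nt RNAs, above the range of the placements.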

Many genes embedded in those regions simultaneously show an increase in RNA steady-state level and a de novo piRNA production (Fig. 3D). 

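Of the 202 region genes tested in both ovary tables, 101 were called higher for both RNA and 23- to 29-nt RNAs, against 97 of 10050 other genes (0.965%). A further 21 region genes were called lower for RNA and higher for 23- to 29-nt RNAs. Across 259 region genes, the log2 fold changes of the authors' deposited tables were correlated (Spearman's rho = 0.54, Pearson's r = 0.48), with a permutation p of 1e-05 for each, the smallest that 100000 permutations can give. The Benjamini-Hochberg adjusted p is 4.0e-05 for each over the 8 relations computed, and genes are not independent replicates. With 1 gene per region, rho was 0.53 over 105 genes, and among the 158 genes with a base mean of at least 10 in both tables it was 0.63. In the authors' deposited tables the RNA and 23- to 29-nt RNA log2 fold changes were 4.27 and 5.51 for *bi*, 3.95 and 5.25 for *tsh*, 5.45 and 2.23 for *opa*, and 4.16 and 4.90 for *lab*, each with an adjusted p-value under 0.05. *BoYb*, in region R8, had less RNA (log2 fold change -2.66, standard error 0.09) and more 23- to 29-nt RNAs (3.00, standard error 0.23) in the authors' deposited tables.

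**Figure D2:**
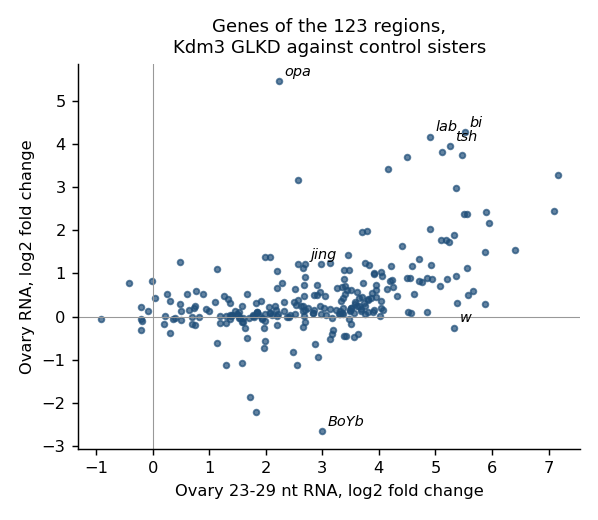
Log2 fold changes of *Kdm3* GLKD against control ovaries from the authors' deposited tables, for 23- to 29-nt RNAs (horizontal axis) and RNA (vertical axis). Each point is 1 of the 259 genes of the 123 regions with a value in both tables, with Spearman's rho = 0.54, and 7 genes that the paper names are labelled.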

Notably, in wild-type condition, numerous genes contained in these regions are not transcribed in ovaries. 

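The tables hold no values of control ovaries alone, so that the RNA level was judged from the base mean over the 6 libraries, which a rise in *Kdm3* GLKD ovaries also lifts. The 273 region genes had a median base mean of 30.1, against 40.2 for the other 17602 genes listed. A base mean of 0 was listed for 11 region genes, and 90 (33.0%) were under 10, against 40.9% of the other genes. A base mean of at least 100 was reached by 100 region genes, of which 43 were called higher in *Kdm3* GLKD ovaries in the authors' deposited table.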

RT-qPCR experiments confirmed increased RNA levels in *Kdm3* GLKD context and further showed that they depend on the transcription factor Moonshiner (Moon) (Fig. 3E; see statistical analysis in table S6). Moon has been characterized as part of a Rhino-dependent transcription machinery that enables the initiation of germline piRNA clusters transcription (*11*). Together, these results strongly support that these regions have become genuine double-strand piRNA clusters.

### Chromatin modifications can initiate piRNA production in ovaries

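ChIP-seq was available as the authors' peak lists, with 1 list per antibody and genotype. In the paper's Table S2, H3K9me2 and H3K9me3 have 3 libraries per genotype and Rhino has 2, and the lists do not show single libraries, so that no spread between replicates could be given for any length. The paper's text does not name how the libraries were combined for peak calling. According to that table, reads per library range from 18977039 to 25939857 in *Kdm3* GLKD and 17429811 to 21020633 in control ovaries for H3K9me2, from 22208263 to 24629347 in *Kdm3* GLKD and 17114226 to 23214725 in control ovaries for H3K9me3, and from 18726314 to 19800458 in *Kdm3* GLKD and 20097195 to 21389050 in control ovaries for Rhino. The inputs of the histone marks held 31085861 reads in *Kdm3* GLKD and 38214851 in control, and those of Rhino 22166658 and 21871351. The authors removed PCR duplicates and called peaks against input with MACS2 at a q-value of 0.05, as broad peaks for H3K9me2 and H3K9me3 and narrow peaks for Rhino. The fold enrichment and the -log10 q-value of each peak are the authors' and were used only to rank or filter peaks within a list. Overlapping peaks of a list were merged before lengths were summed, and all peaks lie on arms 2L, 2R, 3L, 3R, 4 and X. Region lengths in peaks were compared with 10000 placements of the 123 regions at random positions on their own arms.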

We therefore determined H3K9me2, H3K9me3, and Rhino (Rhi) occupancy through chromatin immunoprecipitation followed by sequencing (ChIP-seq) from control and *Kdm3* GLKD ovaries. MACS2 analyses revealed that in control ovaries, 19.5% of the genome is enriched in H3K9me2 and 16.3% in H3K9me3, which almost completely overlap H3K9me2-enriched regions (97.5% of H3K9me3-enriched regions are also H3K9me2 enriched; Fig. 4A and table S7). Rhi-enriched regions represent only 0.17% of the genome (~244 kb), a proportion compatible with previous observations (Fig. 4A and table S7) (*6*). 

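In control ovaries, 3983 H3K9me2 peaks cover 28.0 Mb and 2946 H3K9me3 peaks cover 23.5 Mb, which is 20.9% and 17.6% of the arms. The 467 Rhino peaks of control ovaries cover 244106 bp, with a median width of 327 bp. The largest part of this length, 82552 bp, lies on 2R, and 33261 bp lies on X.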

A total of 0.16% of the genome is co-enriched in Rhi, H3K9me2, and H3K9me3, meaning that 93.3% of the Rhi-enriched regions are co-enriched with H3K9me2 and H3K9me3 (Fig. 4A and table S7). This strong interlocking suggests a functional relationship between the H3K9 methylation level and Rhi. 

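In control ovaries, 228444 bp lie in peaks of Rhino, H3K9me2 and H3K9me3 together, which is 93.6% of the Rhino peak length, and 11804 bp lie in Rhino peaks only. H3K9me3 peak length was within H3K9me2 peaks for 97.6%, and 81.8% of the H3K9me2 peak length was within H3K9me3 peaks.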

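*Kdm3* GLKD ovaries had 9564 H3K9me2 peaks over 44.2 Mb, 33.0% of the arms. The change was largest on X, of which 20.5% lay in H3K9me2 peaks in control and 62.0% in *Kdm3* GLKD ovaries, while the share on chromosome 4 fell from 67.1% to 53.5%. The length depends on the strength of the peaks: with only peaks of a fold enrichment of at least 2, the H3K9me2 length was 23.4 Mb in control and 8.01 Mb in *Kdm3* GLKD ovaries. Such peaks make up 34.9% of the control list and 6.35% of the *Kdm3* GLKD list.

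**Figure D3:**
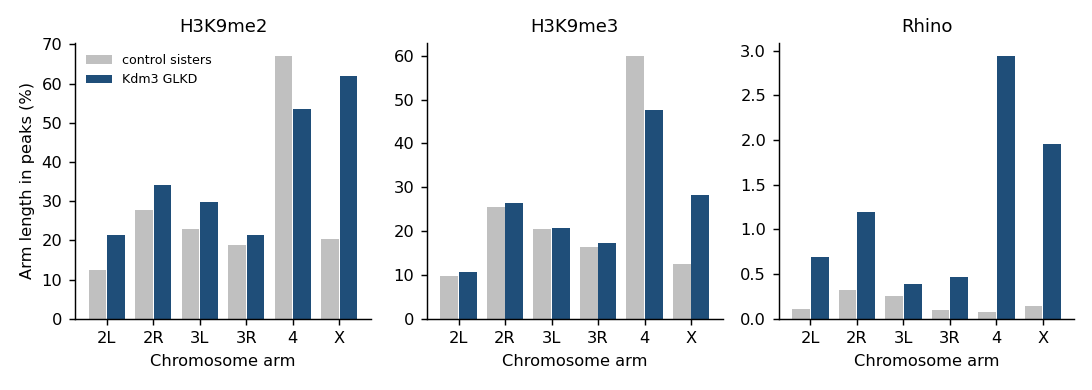
Percent of each chromosome arm in H3K9me2, H3K9me3 and Rhino peaks, in control sisters (gray) and *Kdm3* GLKD ovaries (blue), from 1 peak list per mark and genotype, without error bars because the lists hold no replicates. The vertical axes differ between marks, and on X the H3K9me2 share stands at 20.5% in control and 62.0% in *Kdm3* GLKD ovaries.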

In *Kdm3* GLKD ovaries, 30.7% of the genome is enriched in H3K9me2, likely as the direct consequence of the Kdm3 H3K9 demethylase depletion (Fig. 4A). This increase in H3K9me2 affects also the H3K9me3 distribution since a larger part of the genome is now enriched in H3K9me3 (19.3%), but the proportion of overlapping with H3K9me2-enriched regions remains stable (Fig. 4A and table S7). 

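H3K9me3 peaks numbered 5282 in *Kdm3* GLKD ovaries and covered 27.8 Mb, 1.18 times the control length. On X the covered share was 12.6% in control and 28.2% in *Kdm3* GLKD ovaries. Of the H3K9me3 peak length in *Kdm3* GLKD ovaries, 84.4% was within H3K9me2 peaks, and of the H3K9me2 peak length 53.1% was within H3K9me3 peaks. The length in both kinds of peak was 22923361 bp in control and 23465150 bp in *Kdm3* GLKD ovaries. With only peaks of a fold enrichment of at least 2, the H3K9me3 length in *Kdm3* GLKD ovaries was 0.89 times the control length.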

More spectacularly, the genome proportion on which Rhi binds is five times greater in *Kdm3* GLKD (0.85% versus 0.17%). 

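Rhino peaks numbered 1882 in *Kdm3* GLKD ovaries and covered 1222674 bp, 5.01 times the control length. With the 467 strongest peaks by q-value in each genotype the ratio was 2.47, and with only peaks of a fold enrichment of at least 2 it was 6.21. By arm the ratio ranged from 1.56 on 3L to 37.7 on 4, where control peaks cover 1051 bp, and was 13.8 on X.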

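Peaks of Rhino, H3K9me2 and H3K9me3 together cover 788729 bp in *Kdm3* GLKD ovaries, 64.5% of the Rhino peak length and 3.45 times the length in control ovaries. With only peaks of a fold enrichment of at least 2 the ratio was 1.64. Rhino peaks outside both histone marks cover 166442 bp in *Kdm3* GLKD ovaries.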

A total of 0.55% of the genome (~790 kb) became co-enriched in Rhi, H3K9me2, and H3K9me3, representing 63.5% of Rhino-enriched regions (Fig. 4A and table S7). Considering the 2382 kb of sequences corresponding to the additional piRNA clusters determined through differential production of 23 to 29 nt in *Kdm3* GLKD versus control (Fig. 3A), we noticed that in the control context, they were poorly enriched in H3K9me2 (8.5%) or H3K9me3 (4%) and that none of them were enriched in Rhi (Fig. 4B and table S8). 

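In control ovaries, H3K9me2 peaks cover 203141 bp of the 123 regions (8.53%) and H3K9me3 peaks 95781 bp (4.02%). Random placements of the regions on their own arms had more of both, with medians of 20.9% for H3K9me2 and 16.1% for H3K9me3 (permutation p = 2e-04 for each, the smallest that the placements can give). No control Rhino peak overlaps a region, against a median of 3 of 123 placed regions (permutation p = 0.081).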

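In *Kdm3* GLKD ovaries, H3K9me2 peaks cover 1771831 bp of the 123 regions, against a median of 40.3% in random placements (permutation p = 2e-04, the smallest that they can give). H3K9me3 peaks cover 747655 bp, with a median of 22.3% in the placements (permutation p = 0.042). Rhino peaks cover 508852 bp, with a median of 0.976% and at most 8.02% in the placements (permutation p = 2e-04). The H3K9me3 result depends on the strength of the peaks. At a -log10 q-value of at least 5, 12.5% of the region length lay in H3K9me3 peaks, below the median of 16.6% in the placements (permutation p = 0.22). With peaks of a fold enrichment of at least 2, 3.65% lay in H3K9me3 peaks, against 12.0% in the placements (permutation p = 6e-04). For H3K9me2 the same fold filter left 8.29% against 5.24% in the placements (permutation p = 0.23).

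**Figure D4:**
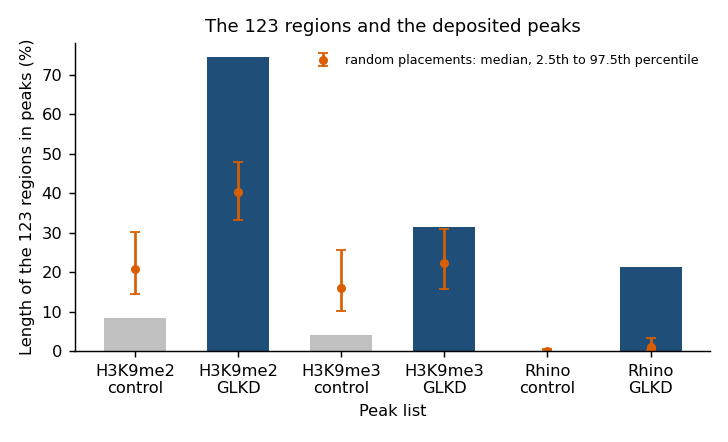
Percent of the length of the 123 regions in H3K9me2, H3K9me3 and Rhino peaks of control sisters (gray bars) and *Kdm3* GLKD ovaries (blue bars). Orange points and bars give the median and the 2.5th to 97.5th percentile of 10000 random placements. The *Kdm3* GLKD bars stand at 74.4%, 31.4% and 21.4%, and each lies above its range of placements.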

In *Kdm3* GLKD background, the chromatin landscape of these regions is drastically modified since 74.4% of the sequences were enriched in H3K9me2, 31.4% in H3K9me3 and 21.4% in Rhi (Fig. 4B). The proportion of sequences enriched in all of the three marks reached 11.2% (~268 kb). 

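All 3 kinds of peak together cover 268072 bp of the regions in *Kdm3* GLKD ovaries and none of their length in control ovaries. Rhino peaks with H3K9me2 and without H3K9me3 cover a further 191959 bp, and Rhino peaks without either histone mark 44485 bp. All 13 major regions have at least 1 peak of each kind, and 4 of the 123 regions have none of the 3. In R2, which holds *bi* on X from 4372000 to 4532000, H3K9me2 peaks cover 93.8%, H3K9me3 peaks 51.1% and Rhino peaks 64.4% of the length. In R41, which holds *lab* on 3R from 6662000 to 6677000, they cover 15.8%, 35.9% and 27.8%.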

Among the 123 piRNA-producing regions, 69 present at least one Rhino peak enrichment. These 69 clusters totalize 1.855 kb length, thus representing 77.9% of the total size of the additional regions, and produce 93.2% of the de novo piRNAs. This result suggests that most of the additional piRNA production is Rhino dependent. 

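Random placements of the regions gave a median of 12 and at most 27 regions with a *Kdm3* GLKD Rhino peak (permutation p = 2e-04, the smallest that the placements can give). When peaks had to cover at least 10% of a region, 42 regions remained above that limit, against a median of 3 in the placements. At a -log10 q-value of at least 5, 55 regions had a Rhino peak. With a Rhino peak the median region size was 16 kb, and without one it was 8 kb.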

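The regions with a Rhino peak add up to 1855 kb, and their share of the paper's *Kdm3* GLKD read counts in Table S4 is 93.2%. The paper's median count is 16.4 rpm in regions with a Rhino peak and 4.7 rpm in regions without one. Of the regions with a Rhino peak, 7 have no H3K9me3 peak and 1 has no H3K9me2 peak. From the share of piRNAs that come from regions with Rhino peaks, the paper proposes that most of the additional production depends on Rhino.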

For other regions, we cannot exclude Rhino-independent mechanisms or a noise effect (false positives) due to our analyses and used thresholds.

**Fig. 4.**
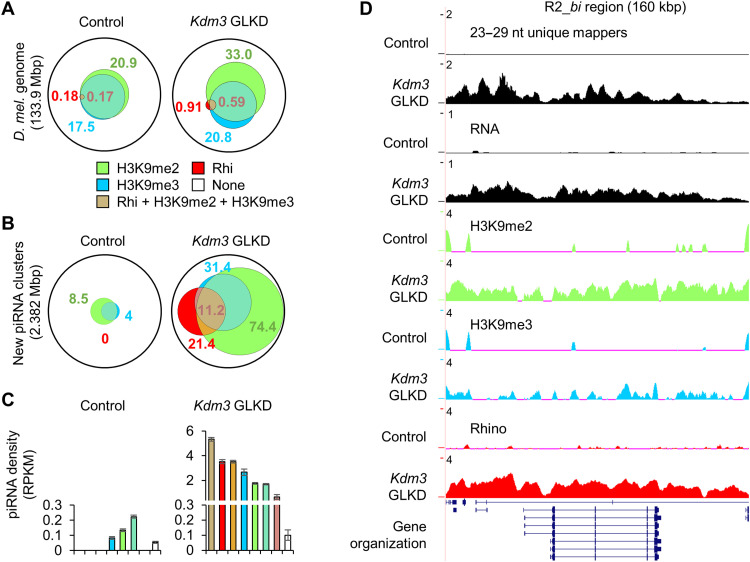
De novo piRNA production is associated with chromatin modifications. (**A**) Venn diagram of ChIP-seq analyses revealing genome proportions that are enriched in H3K9me2, H3K9me3 and/or Rhino in control or *Kdm3* GLKD. (**B**) Venn diagram showing the proportion of H3K9me2, H3K9me3, and/or Rhino enrichments upon the 2.382 Mb covered by the additional piRNA clusters (as defined in Fig. 3A) in control and in *Kdm3* GLKD. (**C**) Density of 23- to 29-nt unique mappers (in RPKM) by the 123 regions according to their chromatin state in control and in *Kdm3* GLKD. (**D**) Summary maps of small RNA sequencing (sRNA-seq) (23 to 29 nt) unique mappers, RNA seq, ChIP-seqs on R2_*bi* region. *Y* axis values are in rpm.

Last, we calculated the piRNA density for each subtype of enrichment and showed that the density is higher for regions that are co-enriched with Rhi, H3K9me2, and H3K9me3 (5.34 piRNA RPKM; Fig. 4C and table S9). This result highlights the crucial relationship between these chromatin modifications and the piRNA production. Genomic analyses were summarized and illustrated for the R2_*bi* region (Fig. 4D) and other regions (fig. S6). The 11 regions that showed less piRNA production in *Kdm3* GLKD context present also a decrease of Rhino binding (fig. S7). 

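In control ovaries, 24 Rhino peaks cover 13287 bp of the 11 regions, and 7 of the regions hold at least 1 of these peaks. In *Kdm3* GLKD ovaries, 1 Rhino peak of 254 bp lies in them, in the region on 2R, which has no control Rhino peak. At a -log10 q-value of at least 5, the lengths were 12409 bp in control and 254 bp in *Kdm3* GLKD ovaries.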

We thus propose that these regions correspond to endogenous piRNA clusters in control flies but that in *Kdm3* GLKD context, Rhino could be relocated from these regions to the additional producing ones.

Together, our results show that Kdm3 counteracts piRNA cluster determination and piRNA production from several specific gene-containing regions, thus revealing that a molecular control based on chromatin state rather than a by-default state exists to maintain some CDSs in a piRNA nonproducing state.

### Inheritance of auto-immune piRNAs may cause developmental defects in the offspring

We then addressed whether these unexpected ovarian piRNAs might affect offspring. The hatching rate of the embryos laid by *Kdm3* GLKD females was severely impaired, whatever their genotype, thus revealing a strong maternal effect (Fig. 5A). A double GLKD of *Kdm3* and *egg* in females markedly increased the hatching rate of their progeny (Fig. 5A). This result reinforces the hypothesis that the developmental issues of the embryos laid by the *Kdm3* GLKD females are linked to the emergence of the additional piRNA-producing regions. Embryos issued from *Kdm3* GLKD females stopped their development at different stages, 17% (*n* = 369) reaching the first larval stage (L1) without hatching. The analysis of their cuticular phenotypes revealed defects in the mouth formation (Fig. 5C) and in the denticle belts (Fig. 5F) when compared to controls (Fig. 5, B and E). These phenotypes were reminiscent of *labial* (*lab*) and *occeliless* (*oc*, previously known as *orthodenticle*, *otd*) loss of function, respectively (Fig. 5, D and G) (*42*, *43*). *lab* and *oc* are included in the additional piRNA-producing regions defined in *Kdm3* GLKD ovaries (Fig. 3). RT-qPCR experiments performed on 3 to 5 hours embryos revealed that *lab* and *oc*, as well as most of the genes embedded in these additional piRNA clusters were less expressed in *Kdm3* GLKD female progeny when compared to control progeny (Fig. 5H). 

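RNA-seq of 3- to 5-hour embryos was available as the authors' deposited table of a DESeq2 comparison between 2 libraries of *Kdm3* GLKD progeny and 2 of *w* GLKD progeny, without values per library. According to the paper's Table S2, the *Kdm3* GLKD libraries held 21808124 and 26322424 mapped reads and the *w* GLKD libraries 17326162 and 23069851. The control is the progeny of *w* GLKD females, whereas ovaries were compared with those of control sisters. The table lists 17612 genes, of which 11782 have an adjusted p-value, with a median standard error of 0.47 on the log2 scale. In *Kdm3* GLKD embryos, *Kdm3* itself had a log2 fold change of -2.93 (standard error 0.44, adjusted p = 2.7e-09) in the authors' deposited table. At an adjusted p-value under 0.05, 1991 genes were higher and 1654 lower in the authors' deposited table. An adjusted p-value under 0.01 left 1278 higher and 790 lower genes in the authors' deposited table. The largest gains in the authors' deposited table were in *dhd* (log2 fold change 7.28), *Cyp6a19* (6.92) and *CG9926* (6.17), and the largest falls in *TwdlD* (-8.23), *CG13049* (-6.89) and *Jon99Cii* (-6.71).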

RNA-seq experiments of embryos coming from *Kdm3* GLKD or *w* GLKD females (fig. S8 and table S10) revealed that 40.7% of the genes belonging to the 123 regions are overexpressed in *Kdm3* GLKD ovaries compared to 7.3% in embryos, while 11.3% of the genes are underexpressed in ovaries compared to 25.8% in embryos (Fig. 5I). Together, these data suggest that de novo piRNAs are produced in the ovaries of *Kdm3* GLKD females from a modified transcription induced by chromatin changes and that their inheritance to progeny could impair the expression of several corresponding embryonic developmental genes.

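Of the tested region genes, 49 of 186 (26.3%) were called lower in embryos, against 1605 of 11596 other genes (13.8%). The odds ratio is 2.23 (Fisher's exact p = 9.0e-06, Benjamini-Hochberg adjusted p = 1.1e-05 over the 7 tests), and random placements gave a median of 17.8% (permutation p = 0.0034). Higher calls were made on 10 of 186 region genes (5.38%), against 1981 of 11596 other genes (17.1%), with an odds ratio of 0.28 (Fisher's exact p = 2.7e-06, adjusted p = 3.8e-06). The lower calls depended most on the list of regions: with the genes of the 13 major regions only, the odds ratio was 1.12. With genes that lie wholly inside a region it was 1.51. Compared with 10000 lists of genes matched on the base means in ovaries and embryos, the median log2 fold change of 250 region genes was -0.40, against -0.52 in the matched lists (2.5th to 97.5th percentile -0.65 to -0.41), so that it lay above them (permutation p = 0.032). With the genes that lie wholly inside a region, the median was above the matched lists by 0.50 (permutation p = 2e-04). With only the 139 region genes whose base mean is at least 10 in both tables, it was -0.93 against -0.54 (-0.84 to -0.23, permutation p = 0.0070), below the matched lists. Among the paper's genes, log2 fold changes in the authors' deposited table were -1.50 for *lab* (standard error 0.53), -1.33 for *opa* (0.48), -1.36 for *BoYb* (0.55), -1.07 for *oc* (0.44) and -0.94 for *tsh* (0.38), each with an adjusted p-value under 0.05. For *disco* the authors' deposited table gives -1.06 (standard error 0.44, adjusted p = 0.051), and *Lim1*, *disco-r*, *unc-4* and *bi* were also lower with adjusted p-values between 0.12 and 0.33. Of the 19 named genes in the regions, 13 were lower and 6 higher in the authors' deposited table, among the latter *lncRNA:CR44786* (2.29), *laf* (1.49), *OdsH* (0.61), *GstD9* (0.54) and *w* (0.24), and no higher change had an adjusted p-value under 0.05. Since *w* is the target of the control knockdown, its value is not an effect of *Kdm3* GLKD alone. Of the 171 region genes tested in both RNA tables, 23 were called higher in ovaries and lower in embryos (13.5%), against 27 of 9841 other genes (0.274%). From the opposite changes in ovaries and embryos, the paper proposes that inherited de novo piRNAs could impair the expression of developmental genes in the progeny. The paper also draws on embryo RT-qPCR, cuticle defects, the higher hatching rate with *egg* GLKD and embryo sRNA-seq. Across 247 region genes, the embryo RNA change and the ovary 23- to 29-nt RNA change in the authors' deposited tables were not correlated (Spearman's rho = -0.008, permutation p = 0.90, Pearson's r = -0.022, permutation p = 0.73, Benjamini-Hochberg adjusted p = 0.90 and 0.84 over 8 relations), and genes are not independent replicates. With 1 gene per region, rho was -0.265 over 103 genes (permutation p = 0.0070).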

**Fig. 5.**
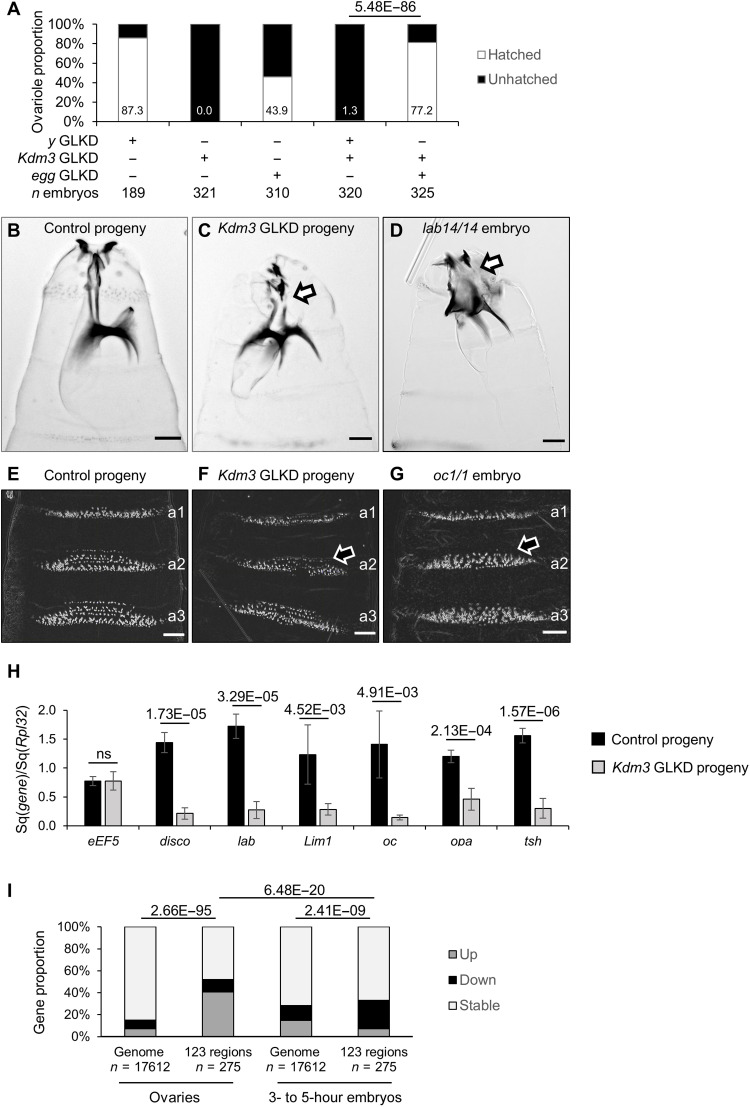
The progeny of *Kdm3* GLKD females display strong maternal phenotypes. (**A**) As indicated above each column in percentage, the hatching rate of the *Kdm3* GLKD progeny is strongly impaired when compared to control (*y* GLKD). Double *Kdm3* and *egg* GLKD almost fully rescues the hatching rate. (**B** and **C**) Sclerotized structures of the head of unhatched embryos issued from control females (B) or *Kdm3* GLKD females (C). The lack of continuity (as shown by an arrow) between the sclerites in the anterior part and the more posterior structures (ventral plate and arms) is even stronger in a *labial* complete loss-of-function embryo (homozygous for *lab*^14^) (**D**). Scale bars, 30 μm. (**E** to **G**) Ventral cuticular pattern of the embryos (abdominal a1 to a3 denticle bands) reveals the loss of denticle rows in the anterior region of the abdomen (as shown by an arrow) in the *Kdm3* GLKD progeny (F) compared to control (E). This phenotype is reminiscent of *oc/otd* loss of function (G). (**H**) RT-qPCR measurements of transcripts in embryos arising from *Kdm3* GLKD females using specific primers corresponding to tested genes and *Rpl32* primers as reference. They reveal that up-regulated genes embedded into deregulated regions in the mothers’ ovaries (Fig. 3) are down-regulated in their progeny. Number of biological replicates is *n* = 4 for all samples except for *disco*, *lab*, and *opa* control (*n* = 5) and *Lim1* and *tsh* control (*n* = 6). Error bars are SD. *P* values are indicated over the bars (bilateral *t* test). (**I**) Comparison of gene expressions that are overexpressed (up), down-regulated (down), or stable in *Kdm3* GLKD versus control in ovaries or in 3- to 5-hour embryos. Proportions were measured from DESeq2 analyses performed on corresponding RNA-seq data. *n*, gene number. *P* value is from Pearson’s χ^2^ test.

To reinforce this hypothesis, we analyzed sRNA-seq from embryos (0 to 2 and 3 to 5 hours) coming from *Kdm3* GLKD females and from *w* GLKD females as control. 

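The embryo sRNA-seq was available as the authors' deposited tables of differential counts of 23- to 29-nt RNAs on genes, 1 for 0- to 2-hour and 1 for 3- to 5-hour embryos, each from 2 libraries of *Kdm3* GLKD progeny and 2 of *w* GLKD progeny. According to the paper's Table S2, unique 23- to 29-nt mappers per library at 0 to 2 hours were 693285 and 1300373 in *Kdm3* GLKD and 336889 and 658483 in *w* GLKD progeny. At 3 to 5 hours they were 577108 and 876956 in *Kdm3* GLKD and 306237 and 344605 in *w* GLKD progeny. These depths give few reads per gene, and 4715 genes at 0 to 2 hours and 4450 at 3 to 5 hours have an adjusted p-value among the 17612 listed. The median standard error of the tested genes is 0.92 on the log2 scale at both ages, so that only large changes pass the test. The authors' deposited tables call 154 genes higher and 79 lower at 0 to 2 hours, and 146 higher and 97 lower at 3 to 5 hours, at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05, the threshold of the paper's plots, the authors' deposited table gives 446 higher and 288 lower genes at 0 to 2 hours.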

RNAs (23 to 29 nt) homologous to the 123 regions that newly produce piRNAs were specifically detected in the *Kdm3* GLKD progeny (Fig. 6, A and D). 

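At 0 to 2 hours, 75 of 173 tested region genes (43.4%) were called higher, against 79 of 4542 other genes (1.74%), with an odds ratio of 43.2 (Fisher's exact p = 5.7e-72, Benjamini-Hochberg adjusted p = 2.0e-71 over the 7 tests). At 3 to 5 hours the counts were 69 of 166 (41.6%) and 77 of 4284 (1.80%), with an odds ratio of 38.9 (Fisher's exact p = 2.5e-64, adjusted p = 4.3e-64). Random placements of the regions reached at most 14.5% and 16.1% (permutation p = 2e-04 at each age, the smallest that they can give). No region gene was called lower at 0 to 2 hours at an adjusted or an unadjusted p-value under 0.05, and 3 were at 3 to 5 hours. Log2 fold changes at 0 to 2 hours in the authors' deposited table were 6.63 for *bi* (standard error 0.75), 6.60 for *tsh* (1.02), 5.22 for *opa* (0.71) and 7.69 for *zfh2* (0.82). For *lab*, with a base mean of 4.66, the authors' deposited table gives 3.11 (standard error 1.26, unadjusted p = 0.013, adjusted p = 0.16), and for *oc* 2.65 (standard error 1.29, unadjusted p = 0.040, adjusted p = 0.30).

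**Figure D5:**
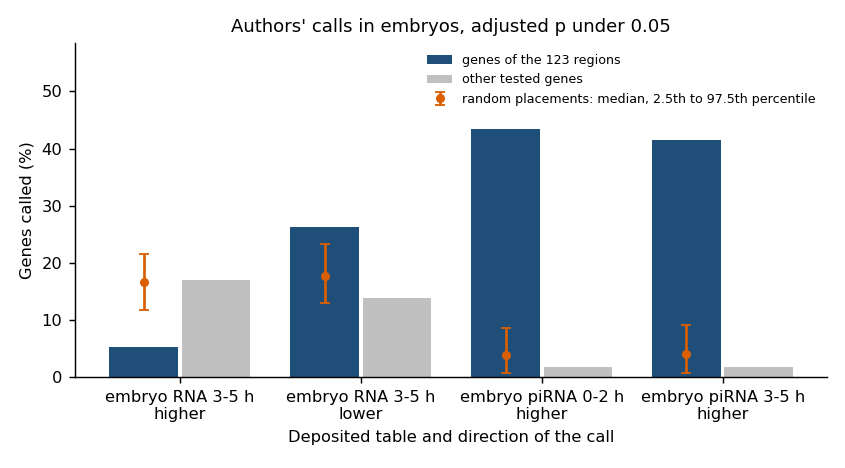
Percent of tested genes that the authors' deposited tables call higher or lower in *Kdm3* GLKD progeny against *w* GLKD progeny at an adjusted p-value under 0.05, for genes of the 123 regions (blue bars) and other tested genes (gray bars). Orange points and bars give the median and the 2.5th to 97.5th percentile of 10000 random placements of the regions. For 23- to 29-nt RNAs the blue bars stand at 43.4% at 0 to 2 hours and 41.6% at 3 to 5 hours, and for RNA at 5.38% higher and 26.3% lower.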

As in ovaries (Fig. 3), they present all characteristics of genuine piRNAs (Fig. 6, B, C, E, and F) and a similar distribution profile (Fig. 6G; *bi* region as an example and other regions fig. S9). 

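Of the 154 region genes tested at both ages, 56 were called higher at 0 to 2 and at 3 to 5 hours (36.4%), against 45 of 3708 other genes (1.21%). Across the 79 region genes with a base mean of at least 10 at both ages, the median log2 fold change in the authors' deposited tables was 2.90 at 0 to 2 hours and 3.14 at 3 to 5 hours. The median difference between the ages within genes was -0.03, which is not a detectable change (permutation p = 0.82).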

The presence and the stability of these ectopic piRNAs in the progeny strengthen the hypothesis of a negative role on embryonic development through their maternal inheritance. As piRNAs were often compared to a genomic immune system, we propose to name these unexpected piRNAs, “auto-immune piRNAs.”

**Fig. 6.**
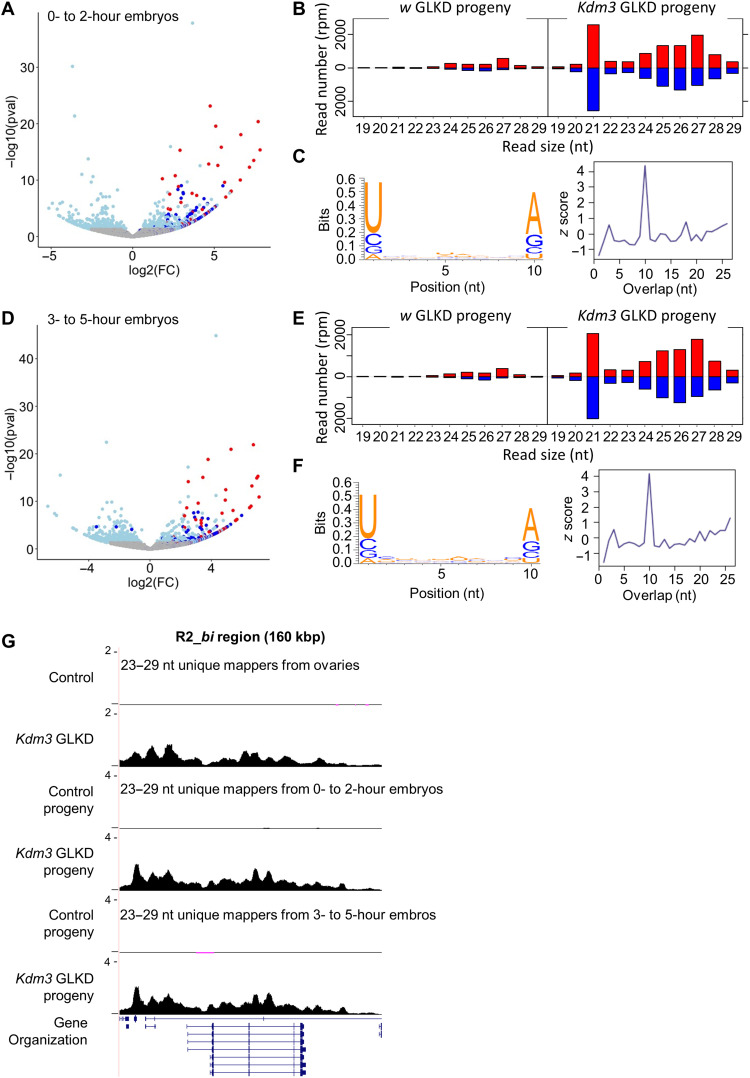
Inheritance and stability of auto-immune piRNAs. (**A**) Volcano plot showing the differential detection of 23- to 29-nt RNA matching genes in *Kdm3* GLKD progeny (0- to 2-hour embryos) compared to *w* GLKD progeny (as control). Red dots correspond to genes contained in the 13 most producing piRNA regions in *Kdm3* GLKD ovaries (same as Fig. 3A), dark blue dots are genes contained in the 123 additional producing regions, light blue dots are genes presenting a significant difference (*P* value <0.05), and gray dots are nonsignificant differentially expressed genes (*P* value >0.05). (**B**) Comparison of the size distribution of small RNAs (sRNAs) (19 to 29 nt) matching the 13 major producing regions [red dots in (A)] between control and *Kdm3* GLKD progenies (0- to 2-hour embryos). Positive and negative values correspond to sense (red) and antisense (blue) reads, respectively. (**C**) Logo showing the enrichment in U1 and A10 of the 10-nt paired sRNAs that match the 13 major producing regions in *Kdm3* GLKD and their 5′ overlap probability *z* score. (**D**) Same as (A), except that 23- to 29-nt RNAs were extracted from 3- to 5-hour embryos. (**E** and **F**) Same as (B) and (C), except that it refers to sRNAs from 3- to 5-hour embryos. (**G**) Summary maps of sRNA-seq (23 to 29 nt) unique mappers from control or *Kdm3* GLKD ovaries or from their respective progeny, 0- to 2- or 3- to 5-hour embryos. *Y* axis values are in rpm.

## DISCUSSION

In this study, we determined that *Kdm3* down-regulation increases H3K9me2 chromatin enrichment globally by 50% on the whole genome in the *Drosophila* ovary. Consequently, a subset of these regions were also found enriched in H3K9me3 probably due to the action of the histone methyltransferase Egg/SetDB1, shown to be required for H3K9 trimethylation in the ovaries (*44*, *45*). Among them, some gene-containing regions were also found enriched in Rhino, leading to the formation of de novo piRNA clusters associated with the production of auto-immune piRNAs in ovaries. These auto-immune piRNAs could be maternally inherited, thus leading to embryonic developmental defects (Fig. 7). 

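The summed length of H3K9me2 peaks in *Kdm3* GLKD ovaries was 1.58 times that in control ovaries. At a -log10 q-value of at least 5 the ratio was 1.16, and with the 3983 strongest peaks in each genotype it was 1.19. With only peaks of a fold enrichment of at least 2 it was 0.34, so that the direction depends on the peaks counted. The median fold enrichment of a peak was 1.75 in the control list and 1.56 in the *Kdm3* GLKD list. By arm the ratio was 3.03 on X, 1.72 on 2L, 1.31 on 3L, 1.24 on 2R, 1.14 on 3R and 0.80 on 4.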

When piRNA clusters are correctly defined, the epigenetic information is conserved to the next generation via maternal piRNA inheritance: piRNA clusters in the progeny are the same than those from mother (*6*, *13*, *14*). In this study, we showed that *Kdm3* GLKD leads to the emergence of de novo piRNA clusters even in absence of maternally inherited piRNA targeting these sequences. Since unexpected piRNAs are produced from these additional piRNA clusters, the epigenetic information that is transmitted to the next generation is modified. Mutation of *Suppressor of Hairy wing* [*Su(Hw*)], a protein that binds an insulator sequence contained in the *gypsy* retrotransposon, also leads to the production of de novo piRNAs from several gene-coding regions (*46*). *Su(Hw)* mutant female progeny is not viable like progeny of *Kdm3* GLKD female, suggesting that these de novo piRNAs could be functional. However, there is no overlap between the additional piRNA clusters seen in *Su(Hw)* mutant and *Kdm3* GLKD contexts, suggesting that different genomic regions and mechanisms are affected. Independent strategies could have been developed to ensure correct piRNA cluster determination and fix piRNA cluster borders. As a functional antagonist of egg/SetDB1, Kdm3 could thus be a guardian of piRNA cluster boundaries, whose role can be to limit the spreading of piRNA cluster loci by demethylating H3K9, thus avoiding Rhino from binding out of these borders. This hypothesis is well sustained by the *jing* locus, which is adjacent to the *42AB* cluster, the major germline piRNA cluster (*3*), and which becomes one of the additional piRNA clusters upon *Kdm3* GLKD. However, being at the border of existing piRNA clusters is not the only role of Kdm3 since a lot of additional piRNA regions are not in the vicinity of known piRNA clusters. 

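The region of *jing* has no Rhino peak in control ovaries, and in *Kdm3* GLKD ovaries 54 Rhino peaks touch it and cover 79220 bp (72.0%). H3K9me2 peaks cover 7.20% of it in control and 97.2% in *Kdm3* GLKD ovaries, and H3K9me3 peaks 5.11% and 72.2%. The RNA of *jing* had a log2 fold change of 1.21 (standard error 0.06, adjusted p = 7.5e-91) in *Kdm3* GLKD ovaries in the authors' deposited table.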

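The median distance from the 123 regions to the nearest control Rhino peak was 484 kb, and 93.5% of the regions lie more than 100 kb from any. Random placements on the same arms had a median of 686 kb (2.5th to 97.5th percentile 490 to 901 kb, permutation p = 0.044). No region lies within 10 kb of a control Rhino peak. This holds also for the region of *jing*, which the paper places beside a major germline piRNA cluster. Distance to these peaks therefore does not stand for distance to known piRNA clusters, which was not measured. These values cannot decide whether a region borders a cluster. For control H3K9me2 peaks the median distance was 0 kb, as in the placements, because 67 regions hold such a peak, and 105 lie within 10 kb of one. To the nearest control H3K9me3 peak the median distance was 0.67 kb, against 3.97 kb in the placements (permutation p = 0.080).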

Several studies propose that single TE insertions can become piRNA clusters (*47*–*49*) and one can imagine that Kdm3 blocks the extension of H3K9 methylation from single TE insertions. 

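The annotation used here holds 5896 transposable element copies. The midpoints of 336 of them lie in the 123 regions. Random placements on the same arms gave a median of 113 (2.5th to 97.5th percentile 70 to 212, permutation p = 4e-04). These placements do not keep the position along the arm. The share of region length in these copies was 5.40%, against 5.96% in the placements (permutation p = 0.70). The midpoint of at least 1 copy lies in 68 of the 123 regions, a number not compared with placements.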

While we cannot totally exclude this possibility, we think that under this hypothesis, loss of Kdm3 would lead to piRNA production from the vicinity of a lot of single TE copies dispersed throughout the genome instead of revealing a small number of well-defined regions as shown here. Thus, we rather favor the hypothesis of another chromatin mark that specifies the recruitment of Rhino on these particular regions, together with the methylation state of H3K9. The transcription state of these regions could also be a key factor since a study points to the role of dual-transcription before the Rhino recruitment to become a piRNA cluster: Tethering Rhino to a transgenic sequence leads to the production of transgenic piRNAs only when the transgenic sequence is transcribed from both DNA strands thanks to divergent promoters (*9*). However, de novo piRNA-producing regions in *Kdm3* GLKD background were not transcribed in the wild-type ovaries, suggesting that dual-strand transcription is not always a prerequisite for becoming a piRNA cluster. 

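Where the log2 fold change of a gene is 0 or lower, its mean in control ovaries is at least as high as the base mean over the 6 libraries. This holds for 53 of the 183 region genes with a base mean of at least 10 in the authors' deposited table of ovary RNA. It holds for 41 region genes with a base mean of at least 100 (15.0% of the 273) and for 24 with at least 1000 (8.79%). These counts are of genes that overlap a region by at least 1 bp and do not give the transcription of each strand or of the region between genes.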

From these regions, the transcription and the production of piRNA from both strands in *Kdm3* GLKD background is very likely a consequence of the recruitment of Rhino and its partners (*11*). Several parameters remained to be elucidated to understand what defines piRNA clusters. At each generation, the genome must equilibrate the balance between the protection of the genome against TE and appropriate developmental gene expression. This balance is dependent on tight control that defines genomic regions through chromatin modifications that regulate piRNA production in the female germline and then transmit it to the next generation. Our results highlight the importance of the chromatin state in piRNA cluster determination and show that maternal inheritance of homologous piRNA can be bypassed to produce piRNAs from new loci. Hence, a non–piRNA-producing state is therefore not a by-default state but rather a cellular lock that is actively controlled for several genomic loci.

**Fig. 7.**
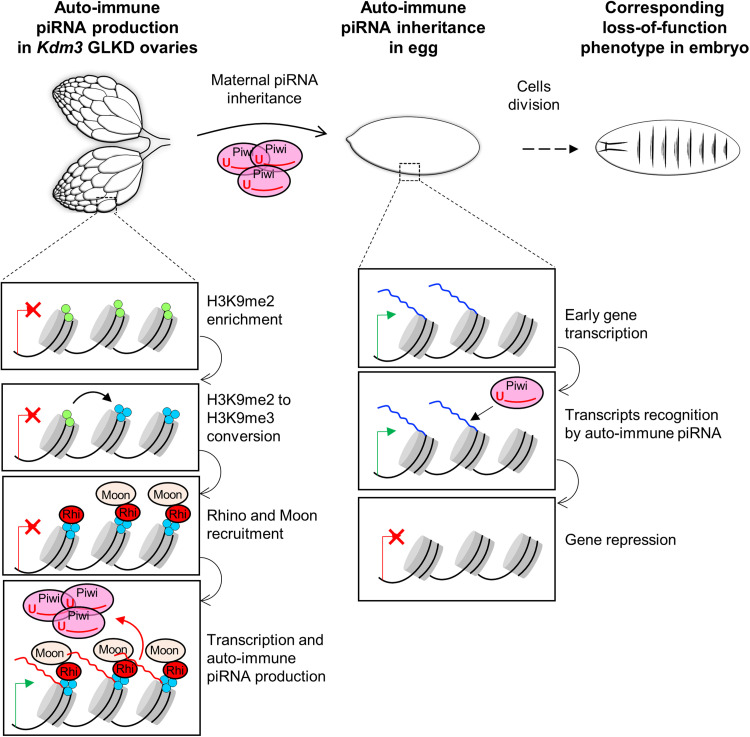
Working model for auto-immune piRNAs. This model summarizes how modification of chromatin marks in the *Kdm3* GLKD ovaries could lead to the production of additional piRNAs from gene-coding regions. Then, the maternal inheritance of these ectopic piRNAs could lead to embryonic developmental phenotypes mimicking a loss of function of the corresponding genes in the progeny.

## MATERIALS AND METHODS

### Transgenes and strains

All transgenes are in the *w*^1118^ background. The *P(lacW)* transgene (FBtp0000204) is composed of 5′ and 3′ *P* element extremities (*P5* and *P3*, respectively), *Escherichia coli lacZ* gene (*lacZ*), *D. melanogaster miniwhite* gene (*W*) and backbone plasmid pBR322 sequence (pBR). The *BX2* line (FBti0016766) carries seven *P(lacW)* transgenes, inserted in tandem and in the same orientation at cytological site 50C on the second chromosome (*50*). The transgene insertion site is located in an intron of the *AGO1* gene (*13*). Homozygous individuals are rare and sterile and the stock is maintained in heterozygous state with a *Cy*-marked balancer chromosome. β-Galactosidase activity from these transgenes is not detected in the germline. *P(lacZ)* corresponds to *BQ16* (FBti0003435) expressing *lacZ* only in the germline from *P(A92)* (FBtp0000154), a *P-lacZ-rosy* enhancer-trap transgene located on the third chromosome. Homozygous flies are viable. Another *P(lacZ)* located on the second chromosome at 60B7 was used, a *P(PZ)* transgene (FBtp0000210) corresponding to a *P-lacZ-rosy* enhancer-trap transgene and expressing β-galactosidase in the germline and somatic cells of the female gonads [Bloomington stock number *11039* (FBst0011039)]. Homozygous flies are not viable and the stock is maintained over a *Cy*-marked balancer chromosome. The *P-1152* line carries two *P(lArB)*, *P-lacZ-rosy* enhancer-trap transgenes (FBti0005700) that are inserted into subtelomeric sequences of the *X* chromosome (*51*). The *nosGAL4* transgene mainly used is from *w[1118]; P{w[+mC] = GAL4::VP16-nos.UTR}CG6325*[MVD1] line (FBti0012410). The *nosGAL4* from the w[*]; PBac{w[+mW.hs] = GreenEye.nosGAL4}Dmel6 line (FBti0131635) was also occasionally used and gave the same results. *Otu* alleles are *otu*^11^, an EMS induced C343Y substitution in the TUDOR domain and hence specifically affecting the activity of the 104-kDa Otu isoform (*52*) or *otu*^7^, an EMS induced nonsense mutation K424@ (or K382@ depending on the isoform), each leading to truncated nonfunctional proteins. *Kdm3* alleles are *Kdm3^KO^*, a gift of M. Buszczak (*30*) and *Kdm3^MI13382^*, a MiMic transgene inserted in the JmJc domain that inactivates the gene (Bloomington stock center #59126) (*34*). Small hairpin RNAs (shRNAs) are listed in table S1. *hfp* and *Kdm3* shRNA that allow *BX2* activation are TRiP line #34785 and TRiP line #32975, respectively. *Egg* shRNA showing epistasis interactions with *hfp* and *Kdm3* shRNA is TRiP line #36797. Mock shRNA are *y* shRNA TRiP line #64527 on chromosome 2 or *w* shRNA TRiP line #33644 on chromosome 3. Flies were grown on a corn-based medium made of agar-agar (11 g/liter), yeast powder (75 g/liter), corn flour (90 g/liter), and 35 mM methyl 4-hydroxybenzoate as antifungi. All crosses were performed at 25°C in incubators. Humidity was controlled through the use of desiccators. No special precautions were taken with regard to the light/dark cycles.

### Cloning procedures

*EGFP* sequences were amplified by PCR from *pGEM5Z(+)-EGFP* (Addgene #65206) and were cloned into *p(UASp)* (FBtp0010350) at the Bam HI site. *Kdm3* CDS was amplified from wild-type genomic DNA (*CantonS*) and cloned into *p(UASp-EGFP)* at the Eco RI site in frame with the *EGFP* sequence (for primers, see table S11). Sequence integrity was verified by sequencing. The sequence is available at Genbank under accession number OP765907. Plasmid *p(UASp-Kdm3-EGFP)* was then injected into *w*^1118^ embryos by BestGene Inc. Several independent lines were recovered. An insertion on the *X* chromosome was used for rescue experiments.

### β-Galactosidase staining

Ovarian *lacZ* expression assays were carried out using X-gal (5-bromo-4-chloro-3-indolyl-β-d-galactopyranoside) overnight staining at 37°C as previously described (*53*), except that ovaries were fixed afterward for 10 min. After mounting in glycerol/ethanol (50/50), ovarioles were counted as fully repressed if all egg chambers were white (100% repression), nonrepressed if all egg chambers were blue (0% repression) or mixed if some egg chambers were blue, while others were white (mixed repression). Images were acquired with an Axio-ApoTome (Zeiss) and ZEN2 software.

### Cuticle preparation

Experiment has been done as previously described (*54*). Laid embryos were allowed to age for 24 hours at 25°C. They were rinsed in water and then dechorionated using 8% sodium hypochlorite solution for 2 min. Embryos were rinsed again in water and the vitelline membrane was removed mechanically using a needle. Water was replaced by 1:1 lactic acid:Hoyer’s–based medium. Embryos were transferred onto a glass microscope slide and placed under a cover slip. Slides were incubated at 60°C overnight. Phase contrast images were obtained using the ×20 objective of an Axio-ApoTome (Zeiss) and ZEN2 software.

### RNA extraction

For ovaries samples, 10 to 20 pairs of ovaries were manually dissected in 1× phosphate-buffered saline (PBS). For embryo samples, 15 to 20 μl of embryos aged of 0 to 2 or 3 to 5 hours after egg laying were collected, washed with water and flash-frozen in liquid nitrogen. Total RNA was extracted using TRIzol (Life Technologies). For the RNA precipitation step, 100% ethanol was used instead of isopropanol and washes were made in 80% ethanol instead of 75% ethanol. Up to six biological replicates were used for each genotype. Exact number of biological replicates is indicated for each experiment.

### RT-qPCR experiments

For each sample, 2 μg of total RNA was treated with deoxyribonuclease (DNase; Fermentas). For RT-qPCR experiments, 1 μg of DNase-treated RNA was used for reverse transcription using random hexamer primers (Fermentas). RT-qPCR was performed on triplicates of each sample. *RpL32* was used as reference (for primers, see table S11). The same series of dilution of a mix of different RT preparations was used to normalize the quantity of transcripts in all RT preparations leading to standard quantity (Sq) values. Variations between technical triplicates were very low when compared to variations between biological replicates. The mean of the three technical replicates was then systematically used (meanSq). For each biological sample, we calculated the ratio meanSq(gene)/meanSq(*RpL32*) to normalize the transcript quantity. Then, the mean of each sample ratio was used to compare the two conditions.

### Native RNA-IP followed by RT-qPCR

For each sample, 80 pairs of ovaries from well-fed females (2 or 3 days) were manually dissected in cold 1× PBS, flash-frozen in liquid nitrogen and conserved at −80°C. Ovaries from *hfp-GFP* and *GFP*-negative control lines were lysed and grinded with pestle in RNA-IP lysis buffer [159 m M KCl, 25 mM tris (pH 7.4), 5 mM EDTA, 0.5 mM dithiothreitol (DTT), 0.5% Nonidet P-40], freshly supplemented with Protease Inhibitor Cocktail (one tablet per 10 ml of RNA-IP lysis buffer) and RNase inhibitor (40 U per 1 ml of RNA-IP buffer). Lysates were sonicated using Bioruptor (Bioruptor Standard Diagenode) for 7 min (15-s ON and 60-s OFF) and cleared by centrifugation at 12,000 rpm for 15 min at 4°C. Ten percent of cleared lysate was set aside to serve as input samples and the remainder was incubated at 4°C with anti-GFP antibodies (Roche #11814460001) for 3 hours under gentle rotation. Magnetic beads coupled to G protein (Dynabeads #10003D, Invitrogen) were washed two times with RNA-IP lysis buffer, transferred into immunoprecipitated lysate, and incubated at 4°C for 1 hour under gentle rotation. The beads were washed five times with RNA-IP lysis buffer for 10 min under gentle rotation at 4°C. Total RNA was extracted from input and beads using TRI reagent (Sigma-Aldrich catalog no. T9424) as described in reagent manual (www.sigmaaldrich.com/technical-documents/protocols/biology/tri-reagent.html). For RNA precipitation step, 100% ethanol was used instead of isopropanol and for wash steps 80% ethanol was used instead of 75% ethanol. For each genotype, three to four biological replicates were used. For each input sample, 2 μg of total RNA was treated with DNase (New England Biolabs) and for the RT-qPCR experiment, 1 μg of DNase-treated RNA was used for reverse transcription using random hexamer primers (Fermentas). For each immunoprecipitated sample, total RNA was treated with DNase, and total DNase-treated RNA was used for reverse transcription using random hexamer primers. Real-time PCR was performed on duplicates for each biological sample leading to cycle threshold (Ct) values (for primers, see table S11). Variations between technical duplicates were very low compared to variations between biological replicates. The mean of the two technical replicates was then systematically used (meanCt). Data have been analyzed as described in (*55*). For each sample, the IP fraction is normalized beside input to take account of sample preparation difference as follows: ΔCt [normalized RIP] = (meanCt [RIP] − {meanCt [Input] – Log2 (input dilution factor)}) where meanCt [RIP] is the Ct value measure for immunoprecipitated samples, meanCt [Input] is the Ct value measure for input and input dilution factor corresponds to the RNA fraction set aside for input (in this experiment, 10% of RNA fraction was set aside, thus input dilution factor is 10). Antibody signal specificity was confirmed by comparing *hfp-GFP* to *GFP*-negative control, fold enrichment was calculated for each sample as follows: fold enrichment = 2^(−ΔCt[normalized RIP]−ΔCt[normalized NS])^.

### sRNA-seq analyses

AsRNA fraction of 15 to 30 nt in length was obtained following separation of total RNA extracted from dissected ovaries or embryos on a denaturing polyacrylamide gel. This fraction was used to generate multiplexed libraries with Illumina TruSeq Small RNA library preparation kits (RS-200-0012, RS200-0024, RS-200-036, or RS-200-048) at Fasteris (www.fasteris.com). 2*S* RNA (30 nt) contamination was reduced in the final library by blocking the 5′ adapter ligation to the 2*S* RNA fragments using a 2*S* rRNA complementary RNA oligonucleotide. Libraries were sequenced using Illumina HiSeq 2000 and 2500. Sequence reads in fastq format were trimmed from the adapter sequence 5′-TGGAATTCTCGGGTGCCAAG-3′ and matched to the *D. melanogaster* genome release 6 (dm6) using Bowtie (Table 1 and table S2) (*56*). For subsequent analyses, we used a cleaned version of the genome in which Y, U, and mitochondrial chromosomes were removed. This version, named “dm6_clean”, has been deposited at the Gene Expression Omnibus (GEO) under accession number GSE203279.

Sequence length distributions, sRNA mapping, and sRNA overlap signatures were generated from bowtie alignments using Python and R (www.r-project.org/) scripts, which were wrapped and run in Galaxy instance publicly from ARTbio platform available at http://mississippi.fr (see also Supplementary Data). Tools and workflows used in this study may be downloaded from this Galaxy instance. For library comparisons, read counts were normalized to 1 million reads (table S2). For sRNA mapping (Figs. 1 and 3 and fig. S2), we took into account only 23- to 29-nt RNA reads that uniquely aligned to reference sequences (unique mappers). Logos were calculated using Weblogo (*57*) from 3′ trimmed reads (23 nt long) matching *P(lacW)* (Fig. 1, L and M) or selected genomic regions (Fig. 3C). The percentage of reads containing a “U” at the first position was calculated with all 23- to 29-nt RNA matching the reference sequence. Distributions of piRNA overlaps were computed as first described in (*8*) and detailed in (*58*). Thus, for each sequencing dataset, we collected all of the 23- to 29-nt RNA reads matching *P(lacW)* whose 5′ ends overlapped with another 23- to 29-nt RNA read on the opposite strand. Then, for each possible overlap of 1 to 29 nt, the number of read pairs was counted. The percentage of reads containing an “A” at the 10th position was calculated within the paired 23- to 29-nt RNA matching the reference sequence as described in (*13*). sRNA sequences and projects have been deposited at the GEO under accession number GSE203279.

### RNA-seq analyses

Total RNA was extracted with TRIzol from hand dissected ovaries or 50 μl of 3- to 5-hours embryos in 1× PBS and 1 μg was treated with DNase (Fermentas). After an initial quality control, libraries were prepared using the RNA RiboZero Stranded protocol by Fasteris. Indexed adapters were ligated and multiplexed sequencing was performed using Illumina HiSeq 2000 and 2500 (table S2). A DESeq2 analyses on all *D. mel.* genes (release 6.36) was performed using the three biological replicates for each genotype, control, or *Kdm3* GLKD in ovaries and the two biological replicates in embryos. The original files have been deposited at the GEO under accession number GSE203279.

### ChIP-seq analyses

ChIP was performed as previously described (*59*) with minor modifications. In brief, 100 ovary pairs were manually dissected into Schneider media and cross-linked in 1% formaldehyde/PBS for 10 min at room temperature with agitation. The cross-linking reaction was quenched by STOP buffer (1× PBS, 0.1% Triton X-100, and 1 M glycine) and ovaries were washed in PBS and homogenized in a glass douncer: first slightly dounced in 0.1% PBST and centrifugated 1 min 400*g*, followed by strong douncing in cell lysis buffer buffer (85 mM KCL, 5 mM HEPES, 0.5% NP-40, 10 mM sodium butyrate, and EDTA free protease inhibitor cocktail; Sigma-Aldrich) following 5-min centrifugation at 2000*g*. We performed two washes with cell lysis buffer. The homogenates were then lysed on ice for 30 min in nucleus lysis buffer (50 mM HEPES, 10 mM EDTA, 0.5% *N*-lauryl sarkosyl, 10 mM sodium butyrate, and EDTA-free protease inhibitor cocktail; Sigma-Aldrich). DNA was sheared using a Bioruptor pico from Diagenode for 10 cycles (30-s on and 30-s off). The sonicated lysates were cleared by centrifugation and then incubated overnight at 4°C with anti-Rhino antibody. Then, 40 μl of Protein A Dynabeads was then added and allowed to bind antibody complexes by incubation for 1 hour at 4°C. For H3K9me2 and me3 ChIP, 50 μl of Protein A Dynabeads was first coated with the anti-H3K9me3 or me2 antibodies and then incubated with the chromatin overnight at 4°C. Following four washing steps with high-salt buffer [50 mM tris (pH 7.5), 500 mM NaCl, 0.25% Triton X-100, 0.5% NP-40, 0.5% bovine serum albumin, and 5 mM EDTA (pH 7.5)], DNA-protein complexes were eluted and de-crosslinked 10 hours at 65°C. RNA and protein was digested by RNase A and proteinase K treatments, respectively, before purification using phenol/chloroform protocol. Barcoded libraries were prepared using Illumina technology, which were sequenced on a NextSeq High (Illumina) by Fasteris for the ChIP H3K9me3 and H3K9me2 and by the Jean Perrin facility for the ChIP Rhino (table S7). Sequences and projects have been deposited at the GEO under accession number GSE203279.

### Data analyses

All analysis scripts were deposited on Dryad (https://doi.org/10.5061/dryad.n2z34tn1p). For alignments, we used a cleaned version of r6.36 version of *D. melanogaster* genome (dm6, Flybase) in which sequences corresponding to unmapped (chrU), Y chromosome (chrY), and mitochondrial chromosome (chrM) have been removed (dm6_clean).

For sRNA-seq analyses, we first discarded the reads matching tRNA (dmel-all-tRNA-r6.30, Flybase), miRNA (dmel-all-miRNA-r6.30, Flybase), miscRNA (dmel-all-miscRNA-r6.30, Flybase), and rRNA (dm3-rRNA-sequences, Galaxy Tutorial) using sR_Bowtie -m3 (Galaxy version 2.1.1). Then, unique mapper reads were obtained using sR_Bowtie -m0 (Galaxy version 2.1.1) and the dm6_clean genome as reference. Reads (23 to 29 nt) were aligned on 124 additional piRNA production loci with sR_Bowtie -m0 (Galaxy version 2.1.1). The reads were counted with Bamparse (Galaxy version 3.0.0). Then, the counts were normalized in rpm, and means and ratio were calculated to plot the log2FC (*Kdm3* GLKD compared to control) on the BaseMean.

For RNA-seq analyses, reads were aligned to genes’ reference genome (all-gene-r6.36.fasta, Flybase) with Bowtie_wrappers (Galaxy version 1.2.0) and counted with featureCounts (Galaxy version 1.6.4). The differential expression (*Kdm3* GLKD compared to control) was determined with DESeq2. The same procedure was used to identify genes with a differential production of piRNA except that the alignment was made with sR_Bowtie -m0.

For ChIP-seq analyses, reads were mapped on dm6_clean reference genome with BWA (Galaxy version 0.7.17.4). PCR duplicates were discarded using Picard tool (Galaxy version 2.18.2.1). Peak calling was made on mapped reads with MACS2 (Galaxy version 2.1.1.20160309.6) using following parameters: --gsize ‘120000000’ --keep-dup ‘1’ --qvalue ‘0.05’ --nomodel --extsize ‘200’ --shift ‘0’. Narrowpeak was used for libraries obtained with Rhino antibody and broadpeak calling was used for libraries obtained with H3K9me2 and H3K9me3 antibodies (--broad --broadcutoff = ‘0.1’). To define the whole enrichment, the ratio between the IP sample and input sample was calculated. A differential analysis was also performed by calculating the ratio between IP *Kdm3* GLKD samples and IP control samples. Overlapping enriched regions were determined using bedtools intersect intervals (bedtools Galaxy version 2.30.0). Overlaps between chromatin-marks–enriched regions and additional piRNA-producing regions were determined similarly. DNA sequences (in fasta format) from these overlaps were recovered from coordinates with GetFastaBed (bedtools Galaxy version 2.30.0). Unique mappers were aligned on these sequences using sR_Bowtie -m0 to determine the piRNA density.

UCSC views were made with BamCoverage (Deeptools Galaxy Version 3.3.2.0.0) for small- and long-RNA-seq. Bin size was 29 bp for small seq and 50 pb for RNA-seq and reads were normalized in rpm. For ChIP-seq analyses, BamCompare (Deeptools Galaxy version 3.3.2.0.0) was used with a bin size of 100 pb and the computation of the difference of the IP input reads in rpm.

# Supplementary material for: The histone demethylase Kdm3 prevents auto-immune piRNAs production in Drosophila
**Source:** Sci Adv. 2023 Apr 7;9(14):eade3872. doi: 10.1126/sciadv.ade3872
**Supplement:** Supplementary file 1 — Figs. S1 to S9 Tables S1 to S11

Supplementary Materials for  
**The histone demethylase Kdm3 prevents auto-immune piRNAs  
production in *Drosophila***

Karine Casier *et al.*

Laure Teyssset, ; Clément Carré, 

*Sci. Adv.* **9**, eade3872 (2023)  
DOI: 10.1126/sciadv.ade3872

**This PDF file includes:**

Figs. S1 to S9  
Tables S1 to S11

## SUPPLEMENTARY MATERIALS

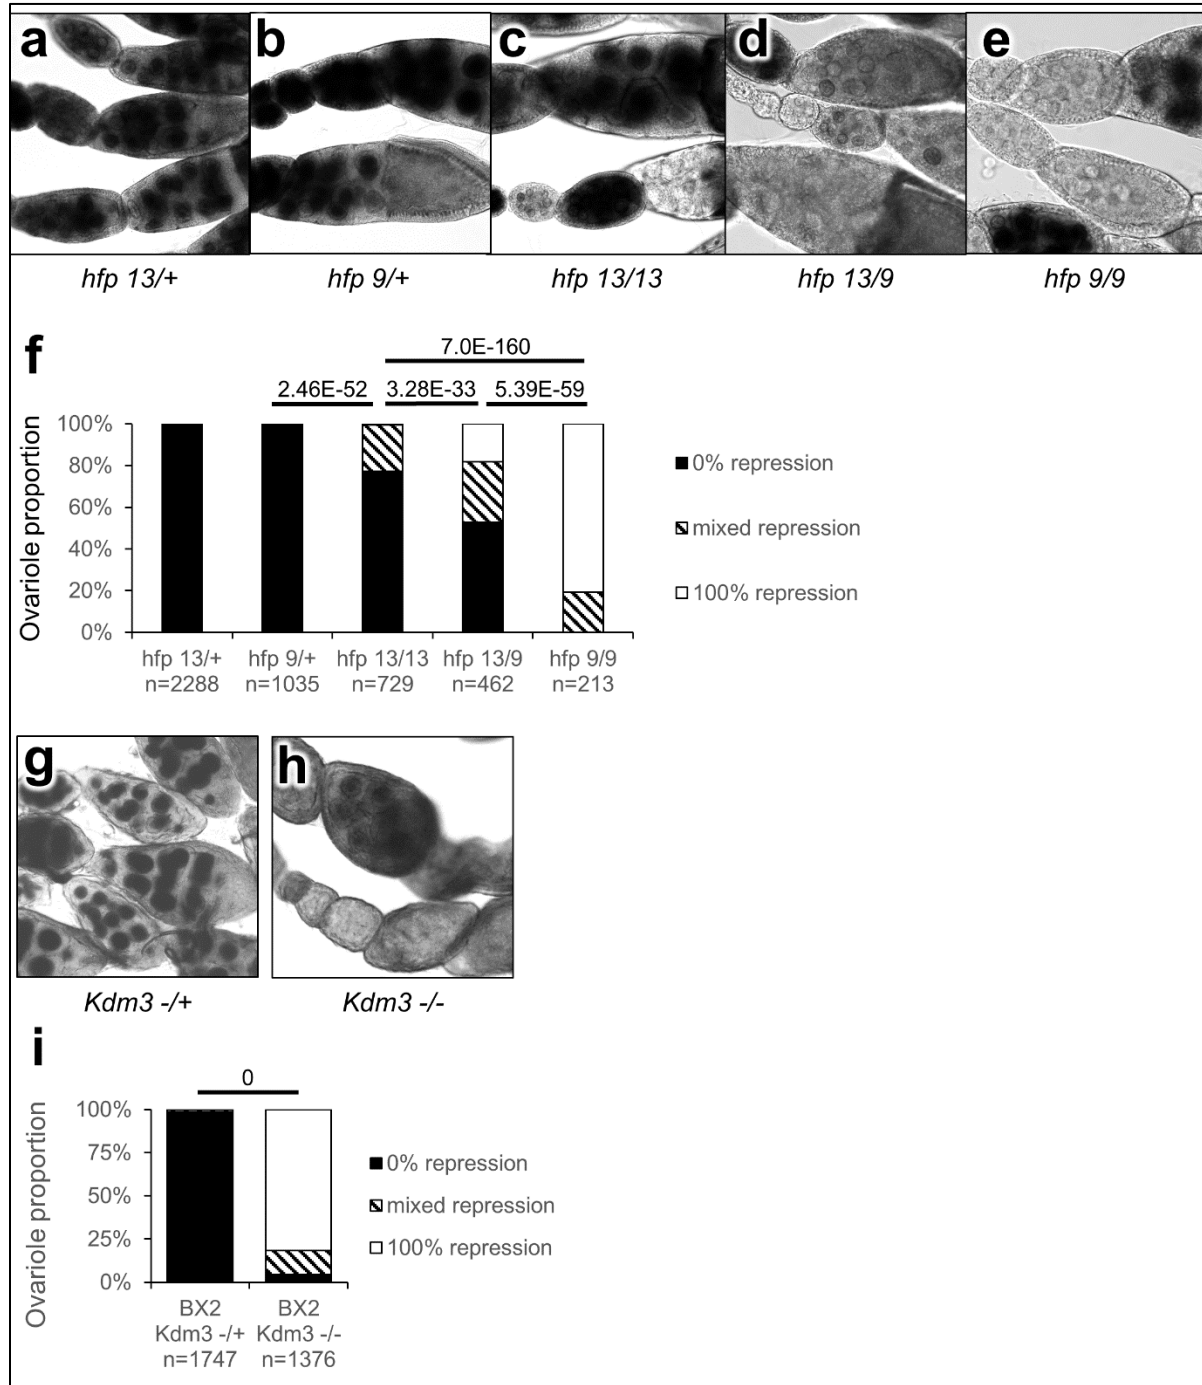

**Figure S1. *hfp* and *Kdm3* mutation leads to the *de novo* activation of the BX2 piRNA cluster.** a-e, X-gal staining of ovaries. Genotypes are given. *hfp*<sup>9</sup> and *hfp*<sup>13</sup> are two hypomorphic alleles allowing adult survival (33). **f**, Ovariole repression was measured by counting the number of ovarioles showing no, mixed or complete repression of the *P(lacZ)* target among egg chambers. Interestingly, we observed that the

strongest hypomorphic allele (*hfp*<sup>9</sup>) leads to the strongest *BX2* activation (almost 100% in homozygous state) while the weakest allele (*hfp*<sup>13</sup>) leads to a weakest *BX2* activation. Heterozygous combination leads to an intermediate *BX2* activation. p-value are indicated above corresponding bars (Pearson's Chi-squared test). n = number of counted ovarioles. **g-h**, X-gal staining of ovaries. Genotypes indicated correspond to allelic combination of *Kdm3* loss-of-function alleles: a heterozygous *Kdm3*<sup>KO/+</sup> does not lead to the activation of *BX2* (**g**) while a *trans*-heterozygous loss-of-function combination leads to *BX2* conversion (**h**). **i**, Ovariole repression was measured as previously. *p*-value is indicated above corresponding bars (Pearson's Chi-squared test). n = number of counted ovarioles.

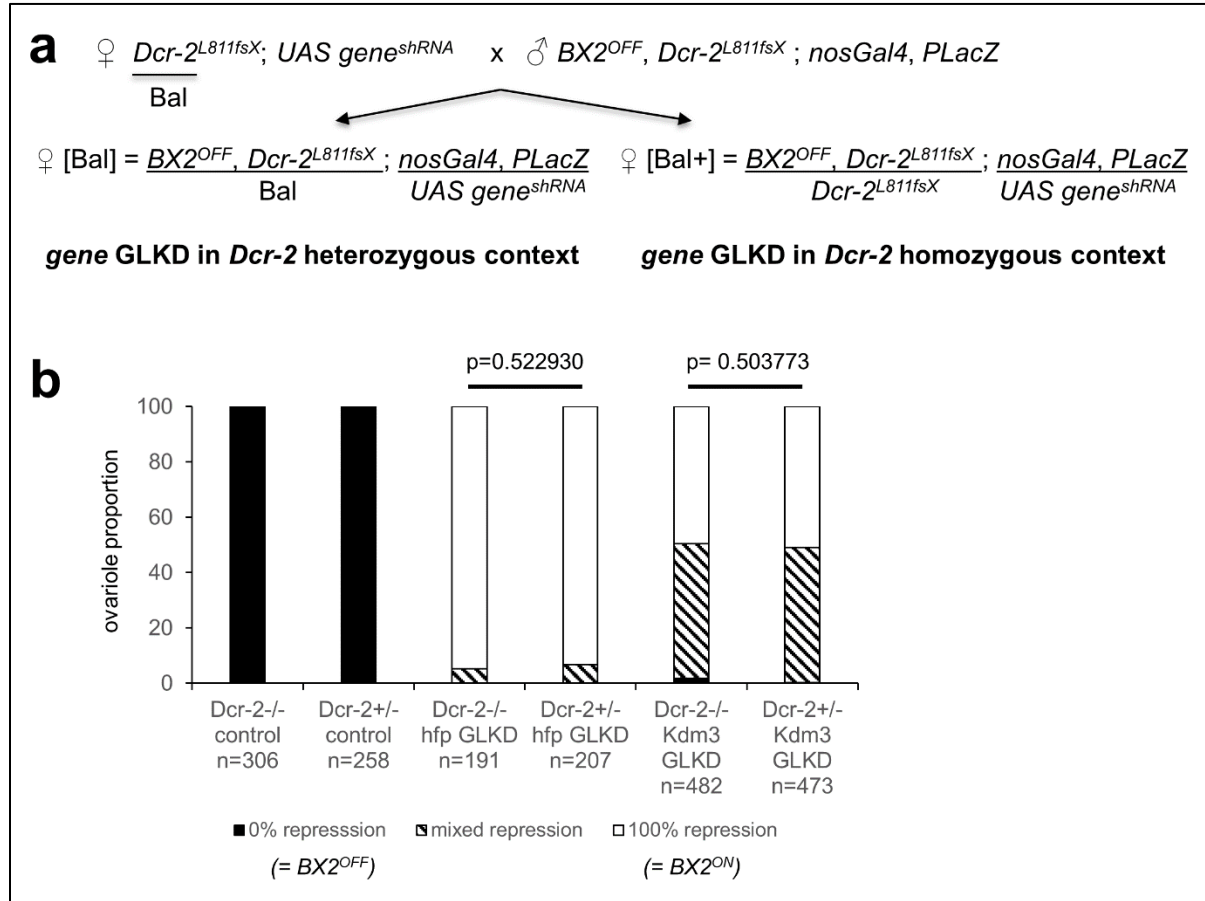

**Figure S2. *Dcr-2* mutant context does not impair activation of the *BX2* piRNA cluster in *hfp* and *Kdm3* GLKD.** **a**, Cross scheme performed. **b**, Ovariole repression was measured by counting the number of ovarioles showing no (0%), mixed or complete (100%) repression of the *P(lacZ)* target among egg chambers. *p*-values are indicated above corresponding bars (Kruskal-Wallis rank sum test). *n* = number of counted ovarioles.

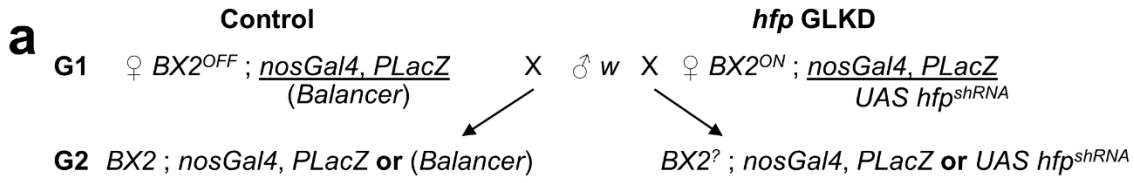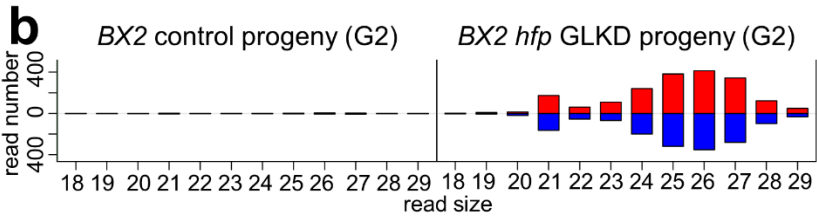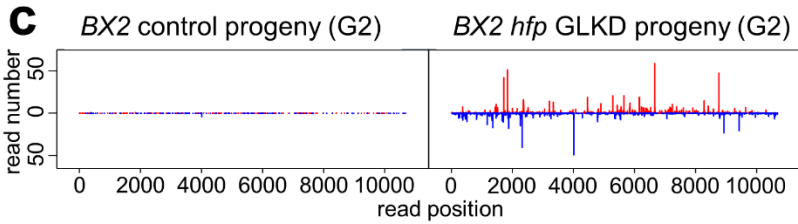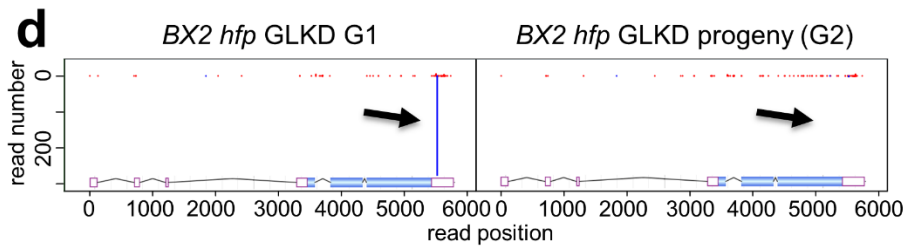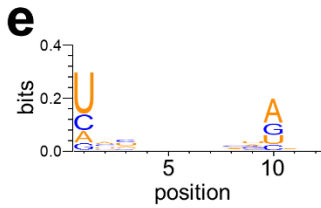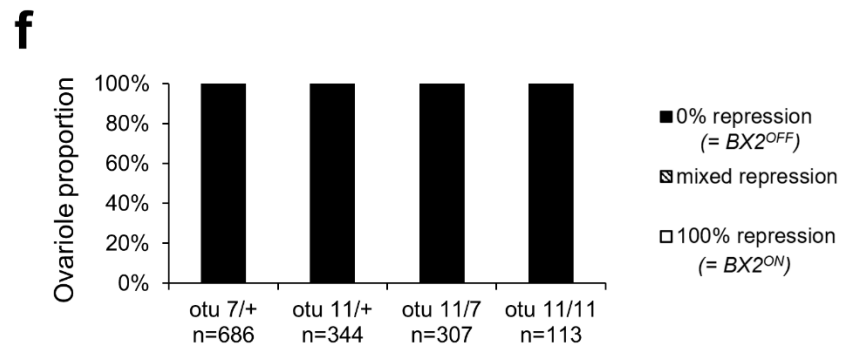

**Figure S3. Stability of the *hfp* GLKD mediated *BX2* conversion at the next generation.** **a**, Genetic crosses performed to analyze the progeny of control or *hfp* GLKD females. **b**, Comparison of the size distribution of ovarian small RNAs (18-29 nt) matching *BX2* sequences between progeny of control and *hfp* GLKD. Positive and negative values correspond to sense (red) and antisense (blue) reads, respectively. **c**, Comparison of unique 23-29 nt mappers along the *BX2* sequence between progeny of control and *hfp* GLKD. **d**, Comparison of multiple 18-29 mappers along the *hfp* sequence between *hfp* GLKD flies (G1) and their progeny (G2) shows that G2 flies no longer produce shRNA against *hfp* 3' UTR (as indicated by the black arrow). **e**, Logo showing the enrichment in U1 and A10 of the 10 nt paired small RNAs that match *BX2* in the *hfp* GLKD progeny. These piRNAs are enriched in U at position 1 (67.7% n=34609 reads) and exhibit a ping-pong signature as an enrichment of 10A among paired reads (47.4% n=2421). **f**, Combinations of *otu* mutant alleles do not induce *BX2* conversion. The parental cross corresponds to *otu*<sup>11</sup> / *M5*; *P(lacZ)* females crossed by *otu*<sup>pat</sup>; *BX2*<sup>OFF</sup> / *CyO* males. *otu*<sup>pat</sup> can be *otu*<sup>11</sup>, an EMS induced C343Y substitution in the TUDOR domain and hence specifically affecting the activity of the 104 kDa Otu isoform (52), or *otu*<sup>7</sup>, an EMS induced nonsense mutation K424@ (or K382@ depending on the isoform), leading to truncated non-functional proteins. Whatever the allelic combination, *BX2* never switched on.

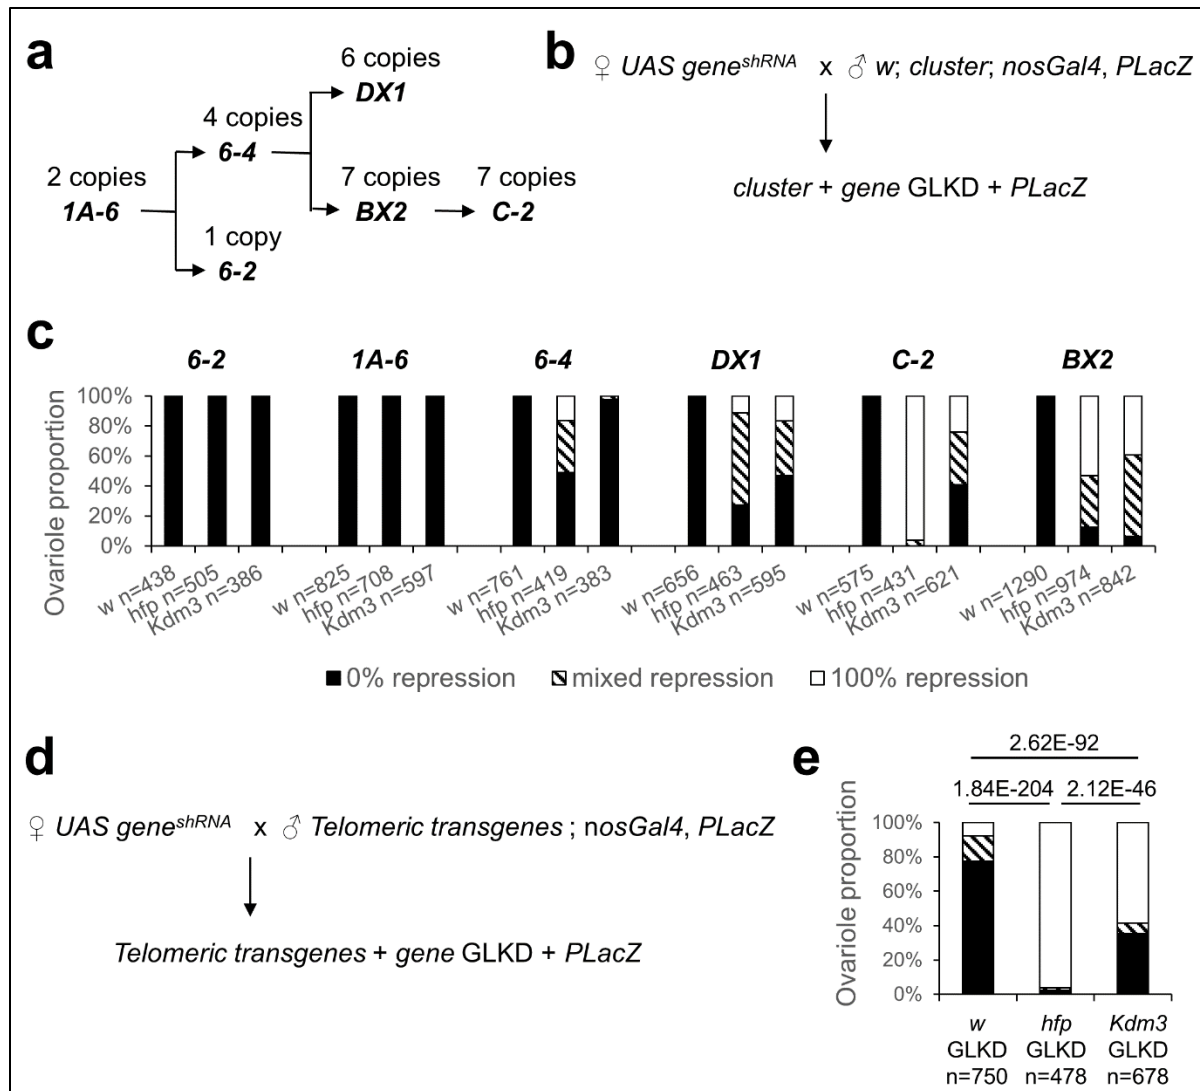

**Figure S4. Other allelic piRNA clusters are activated upon *Kdm3* GLKD.** **a**, Origin and number of *P(lacW)* copies in each studied cluster (13,50,60). All clusters are inserted at the same locus. **b**, Each cluster was paternally inherited in order to measure its conversion rate in the ovaries of the progeny. The conversion was measured as the ability of the cluster to silence the *P(lacZ)* transgene. **c**, Histogram showing the conversion rate of the six clusters in three genetic backgrounds, *white* (*w*) GLKD serving as control, *hfp* GLKD or *Kdm3* GLKD. *n* = number of counted ovarioles. **d**, Following a similar scheme, telomeric transgenes (*P-1152*) were paternally inherited and their conversion rate was analyzed in the ovaries in the progeny as in **c**. **e**, Histogram showing the conversion rate of telomeric transgenes that are paternally inherited in the three different genetic contexts. *p*-values are indicated above corresponding bars (Pearson's Chi-squared test). *n* = ovariole number.

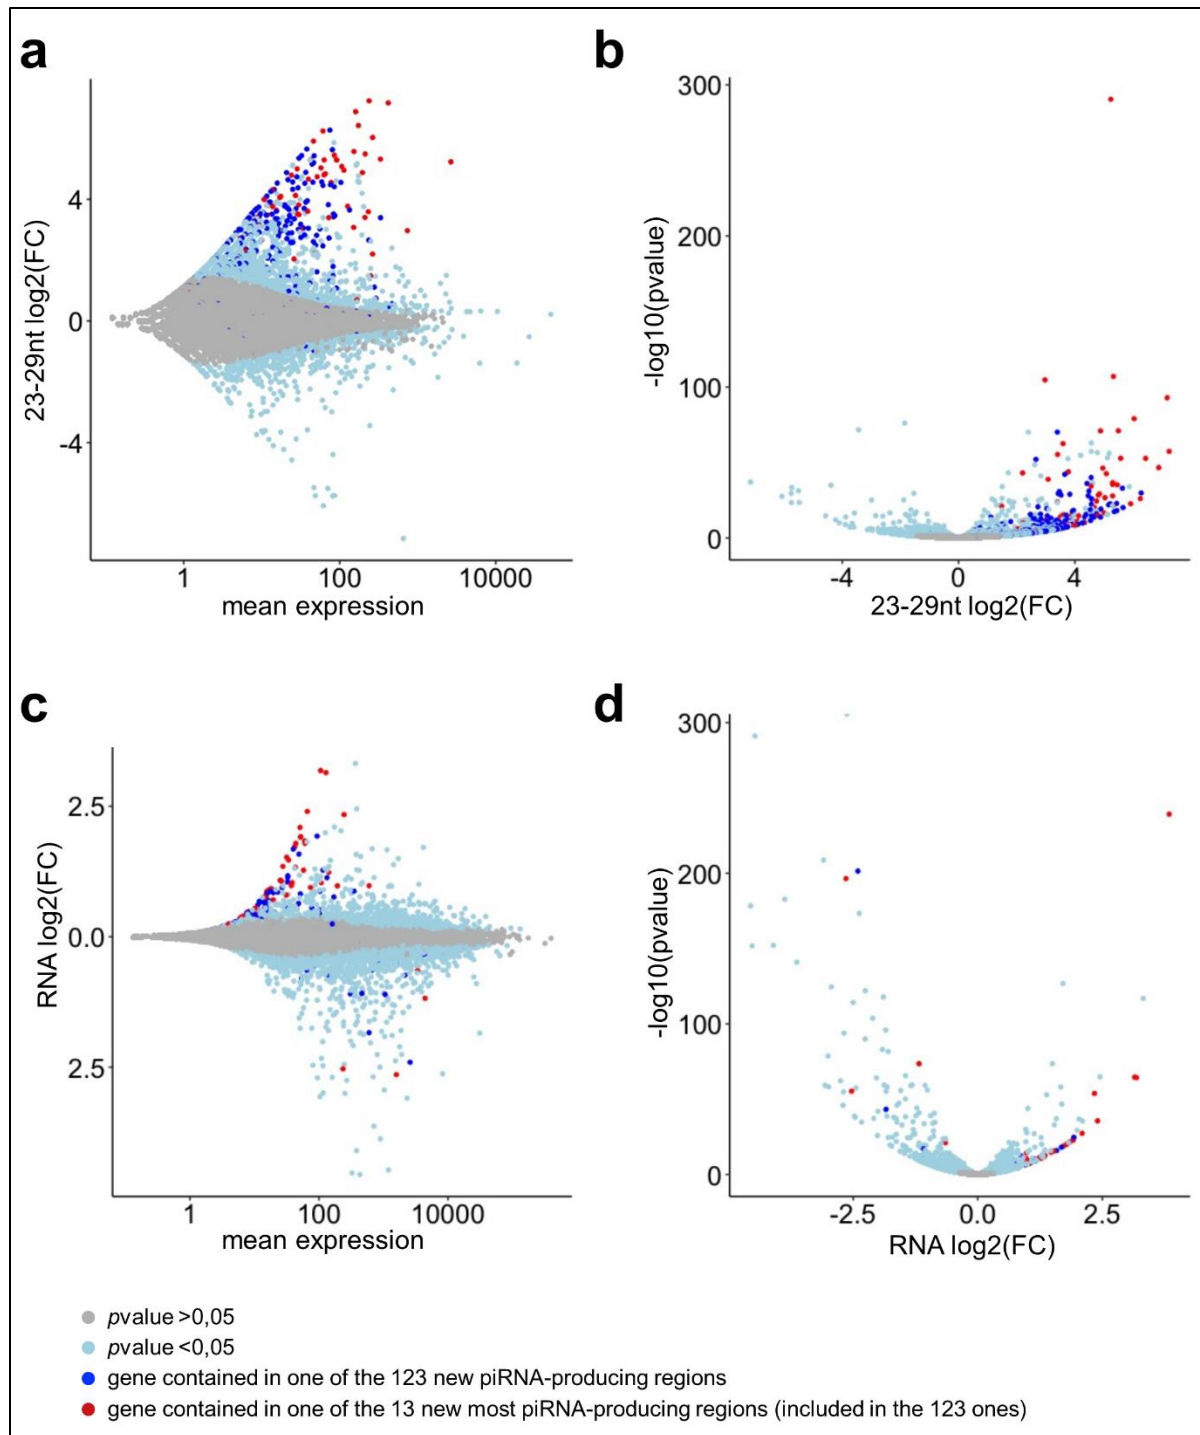

**Figure S5. Global analyses of 23-29 nt and long RNA production in *Kdm3* GLKD compared to control ovaries.** **a**, MA plot showing the differential genic production of small 23-29 nt RNA in *Kdm3* GLKD ovaries compared to control ovaries (from small RNA-seq data). Genes contained in the 13 most piRNA producing additional regions are in red, others genes of the 123 additional piRNA producing regions are in dark blue. Genes showing a differential production (p value < 0.05) are in light blue. Non significantly

differential producer genes are in grey. **b**, Volcano plot of the same data as in a. **c**, MA plot showing the differential expression of genes in *Kdm3* GLKD ovaries compared to control ovaries (from RNA-seq data). **d**, Volcano plot of the same data as in c.

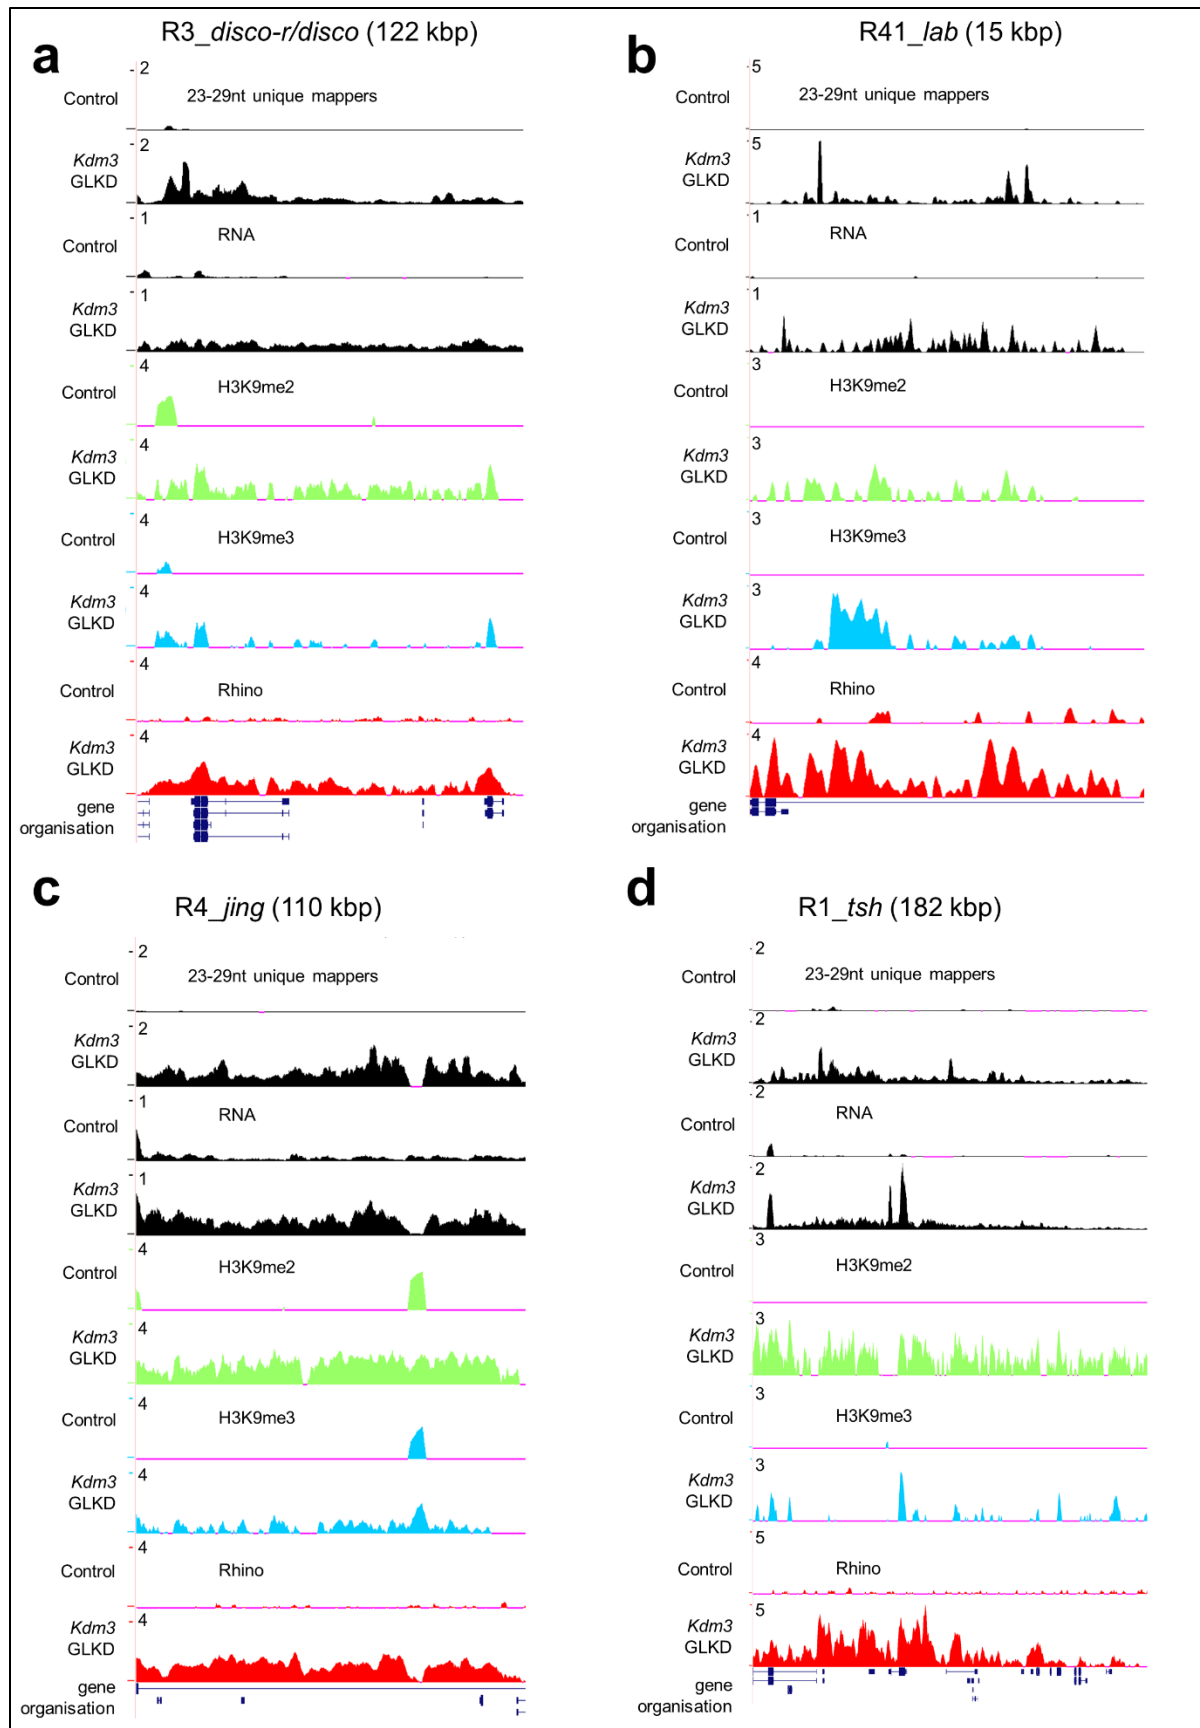

**Figure S6.** Panels summarizing *Kdm3* GLKD induced modifications of 23-29 nt production, RNAseq and ChIPseq analyses on several genomic regions including the *jing*, *lab*, *disco-r/disco* and *tsh* genes.

**a**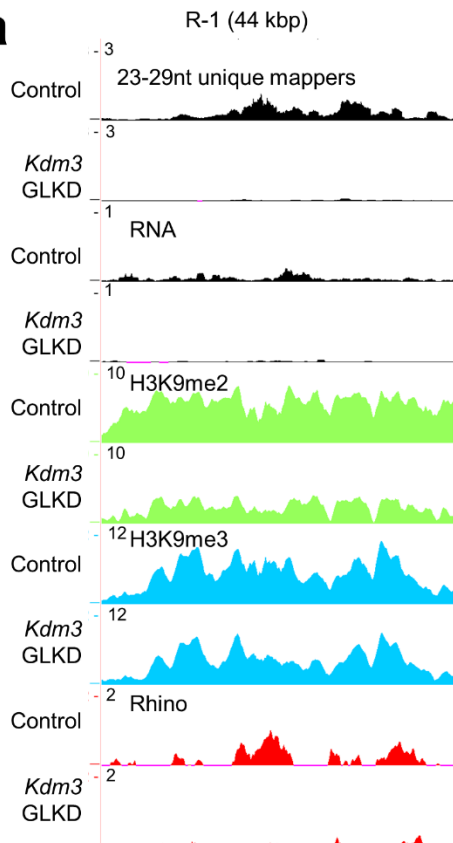**c**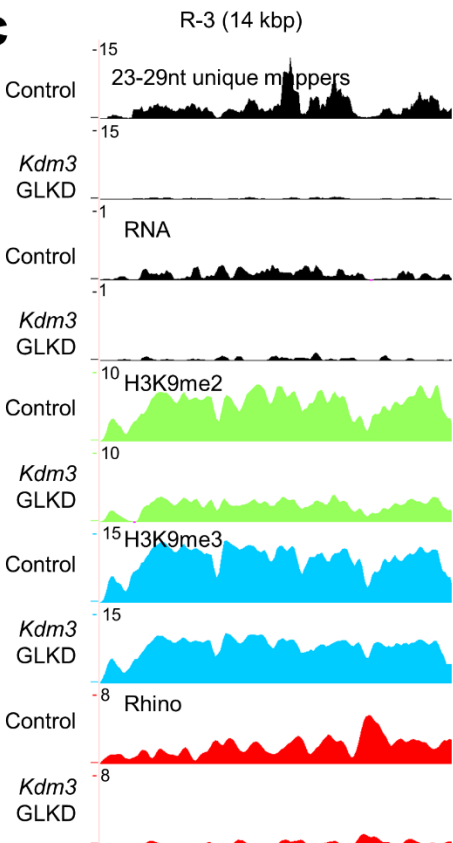**b**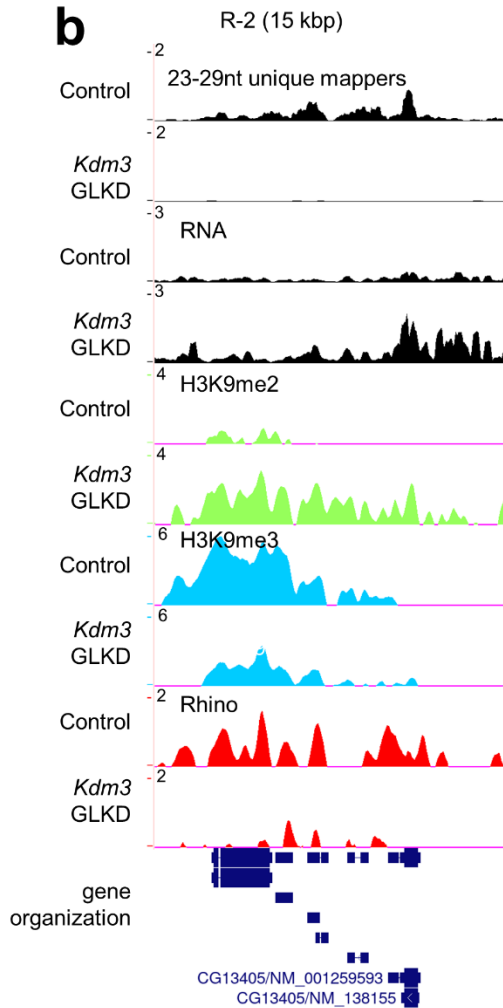

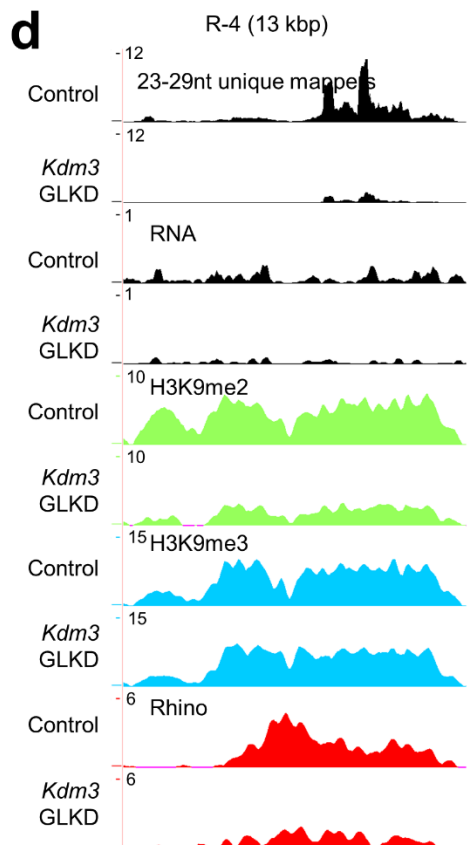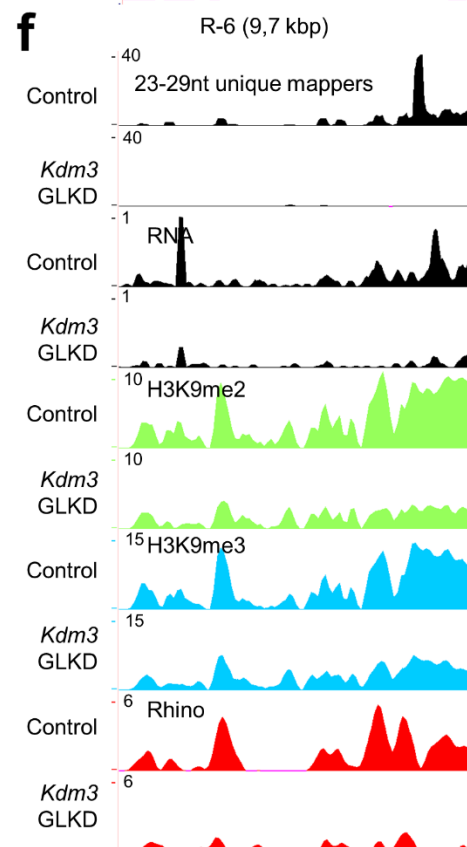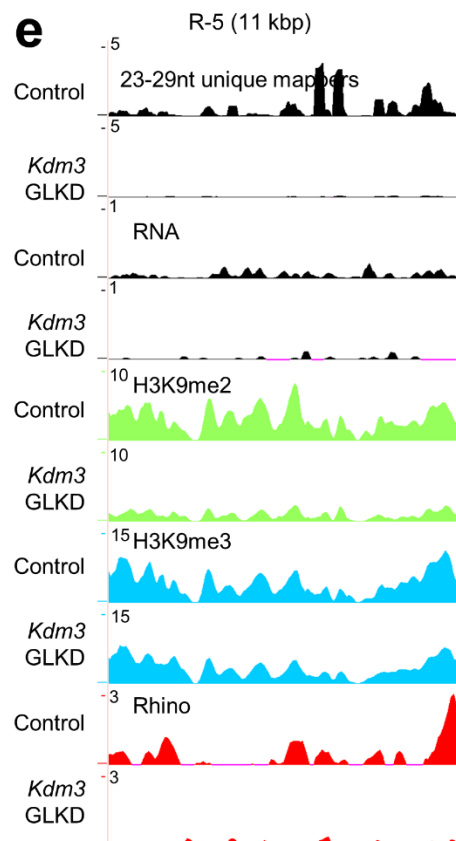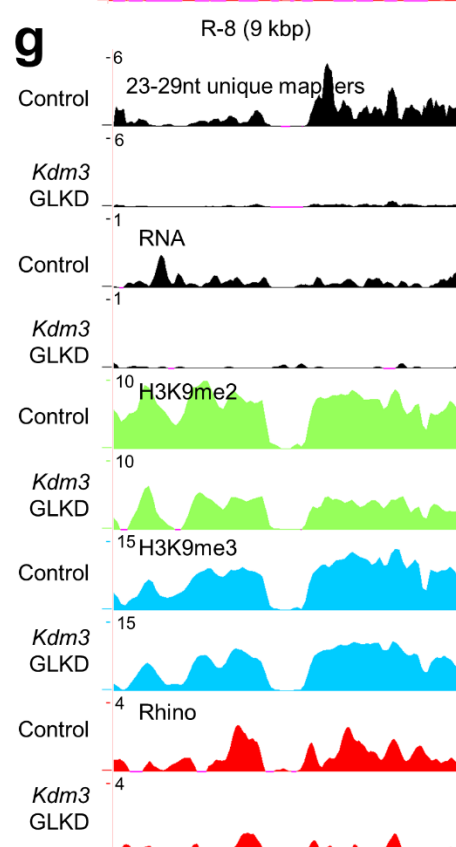

**h**

R-8 (8 kbp)

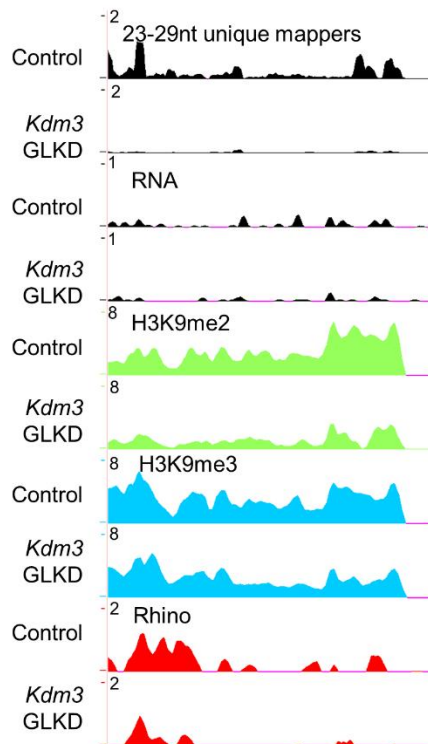**i**

R-9 (7 kbp)

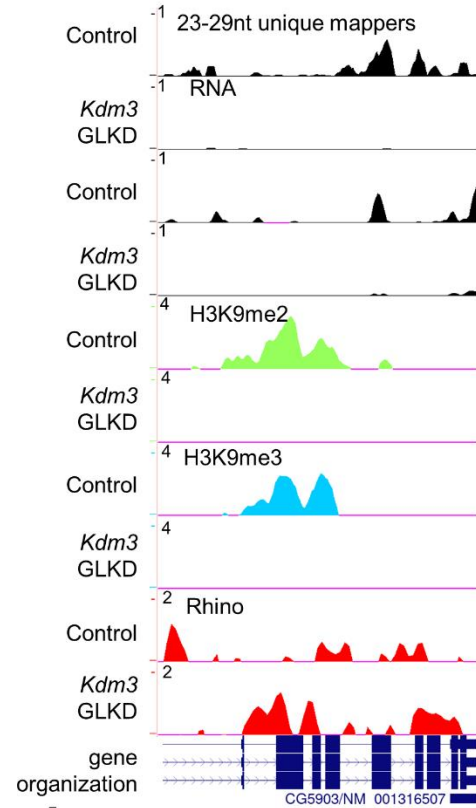**j**

R-10 (6 kbp)

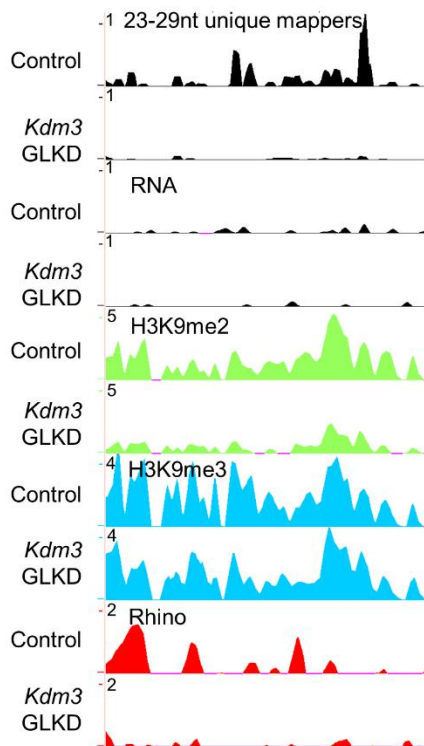**k**

R-11 (6 kbp)

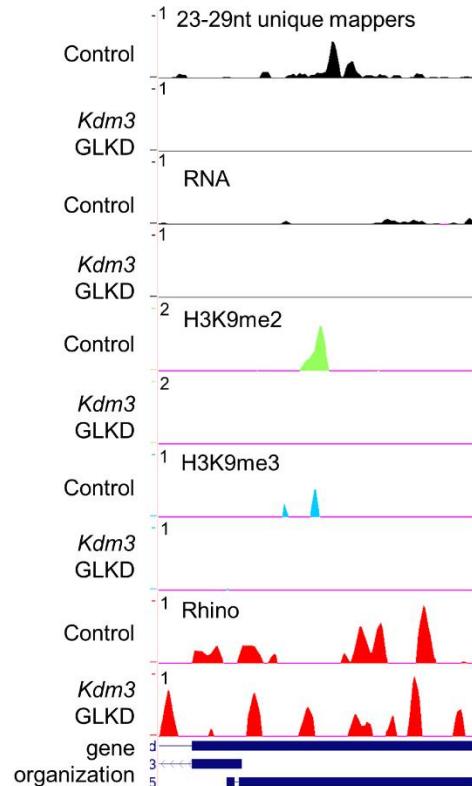

**Figure S7.** Panels summarizing *Kdm3* GLKD induced modifications of 23-29 nt production, RNA-seq and ChIP-seq analyses on the eleven genomic regions that produce less piRNA in *Kdm3* GLKD. The number and the size of each region are indicated above each panel. When the gene organization is not shown, this is because there is no gene in the region.

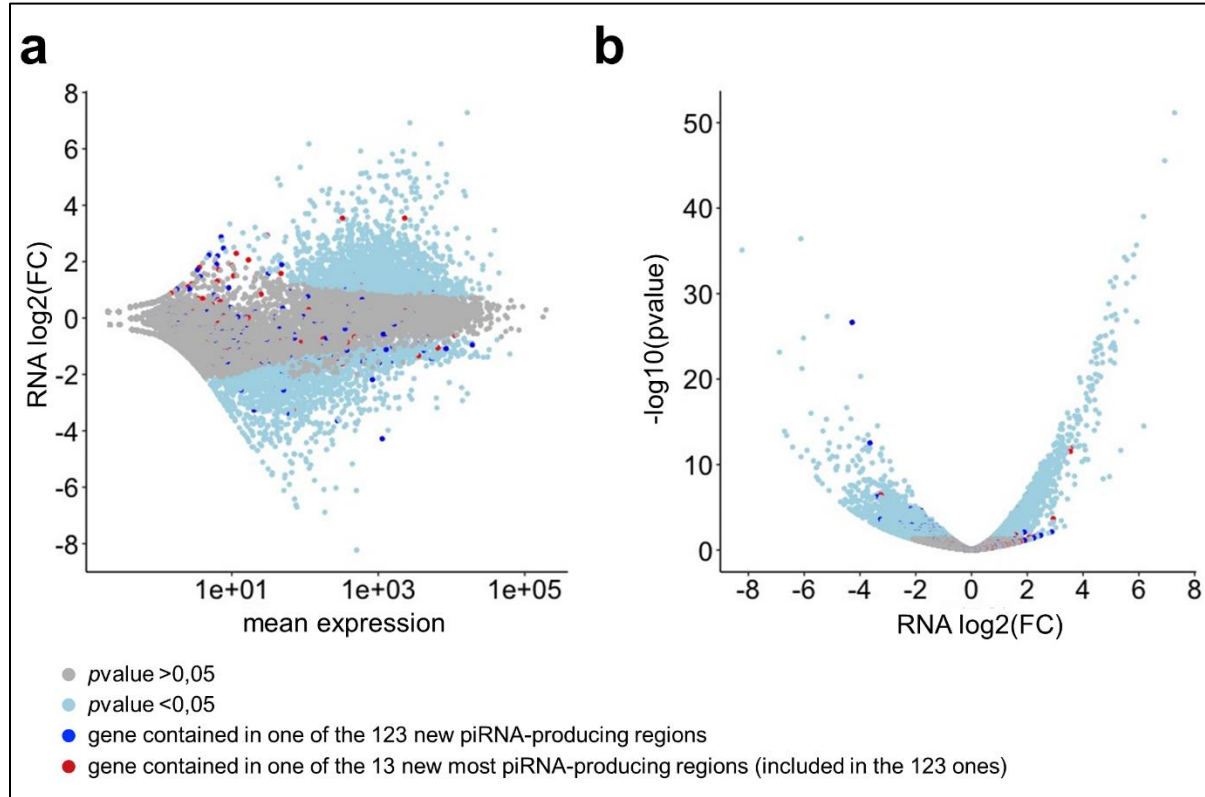

**Figure S8. Global analyses of RNA production in *Kdm3* GLKD progeny compared to control (3-5 h embryos).** **a**, MA plot showing the differential production of genic RNA in 3-5 h embryos coming from either *Kdm3* GLKD females or *w* GLKD females as control (from RNA-seq data). Genes contained in the 13 most piRNA producing additional regions are in red, others genes of the 123 additional piRNA producing regions are in dark blue. Genes showing a significant differential expression ( $p\text{ value} < 0.05$ ) are in light blue. Non significantly differential expressed genes are in grey. **b**, Volcano plot of the same data as in **a**.

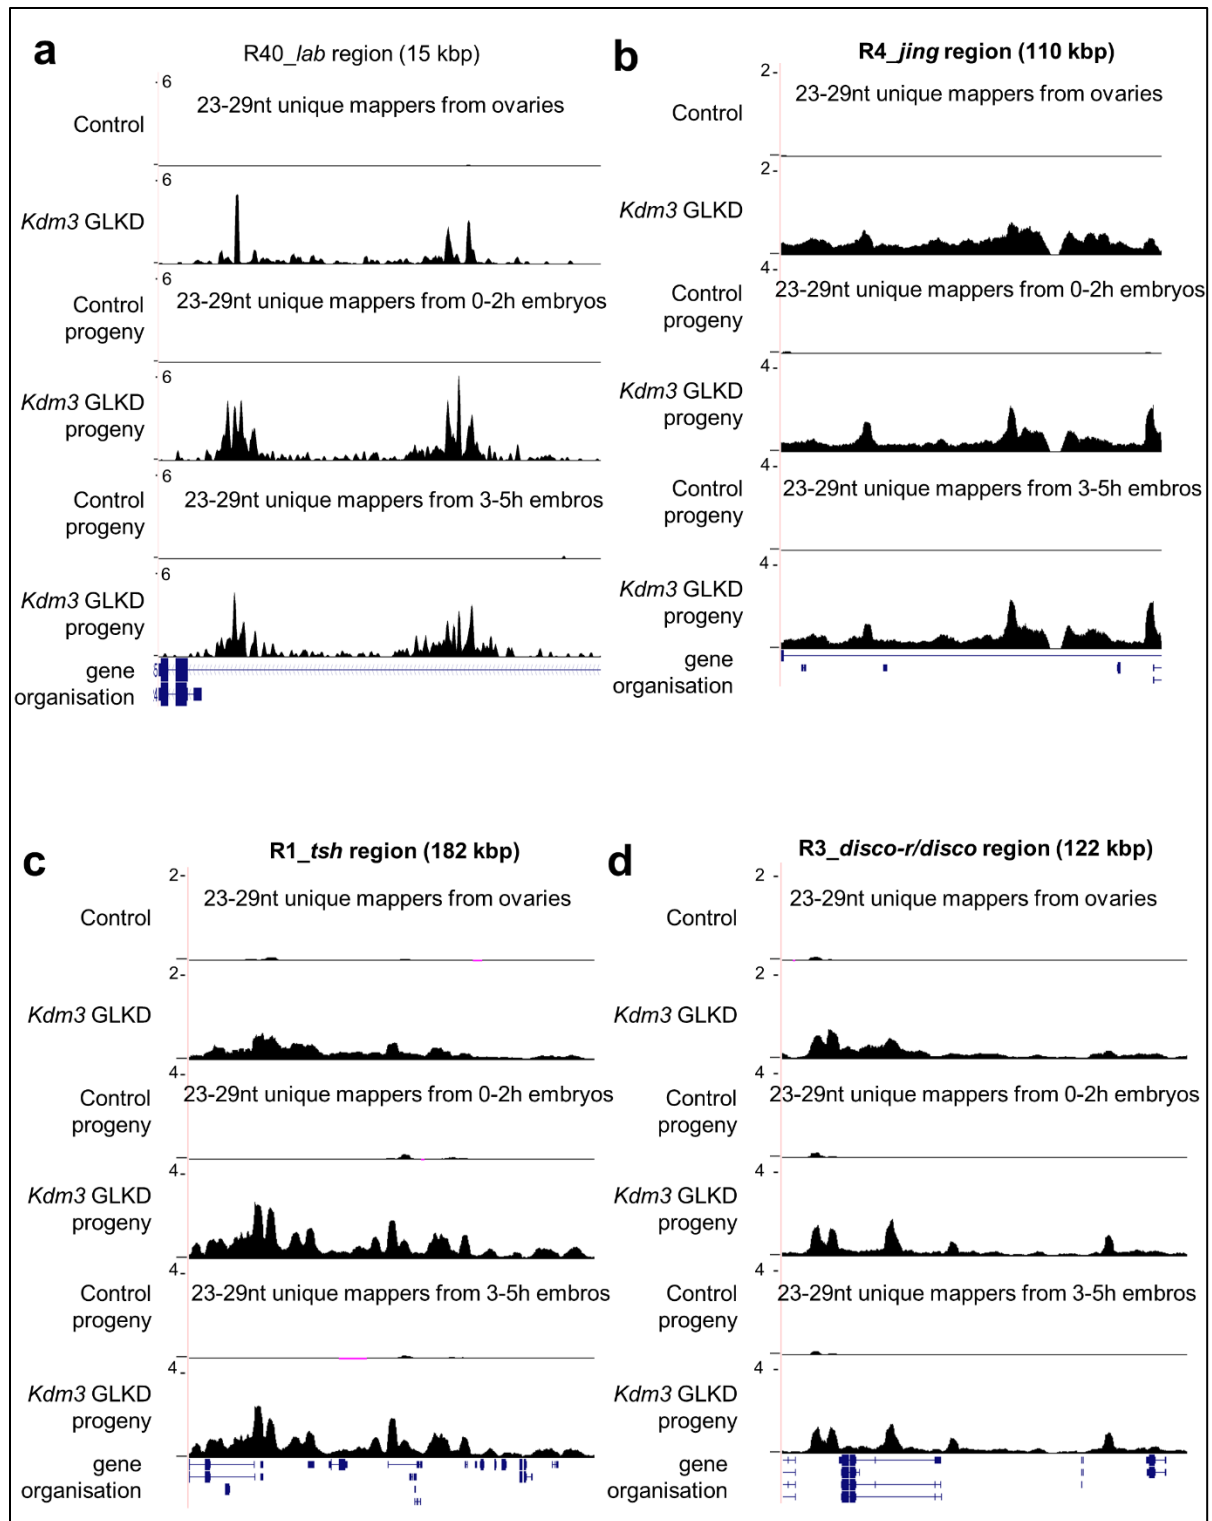

**Figure S9.** Summary maps of small RNA-seq (23-29 nucleotides) unique mappers from control or *Kdm3* GLKD ovaries or from their respective progeny, 0-2 h or 3-5 h embryos on genomic regions including *lab* (a), *jing* (b), *tsh* (c) and *disco-r/disco* (d) genes. Y-axis values are in rpm.

**Table S1. List of tested shRNA lines.** Gene name, gene symbol, CG number, Bloomington stock number, gonad phenotype and progeny viability are indicated.

**Table S2. Summary of small RNA-seq, RNA-seq and ChIP-seq data.** Name of library, genotype and depth are given. The fastq.gz files were deposited on the GEO under the number GSE203279.

**Table S3. Stability of *hfp* GLKD induced *BX2* conversion through subsequent generations.** A complete and stable conversion was observed for seven lines established from seven single G2 *BX2* females and tested during 20 generations by cross with *P(lacZ)* males and  $\beta$ -Galactosidase assay of the progeny ovaries. n = number of tested females.

**Table S4. Determination of regions presenting a differential expression of unique 23-29 nt RNAs.**

Coordinates, size, rank, gene content, ID, mean 23-29 nt expression, sigma, basemean and fold change are given. nc : not calculable.

**Table S5. intron/exon metric.**

**Table S6. Statistical analyses of RT-qPCR experiments.** The number of biological replicates is given and then the appropriate method used as the following Post-hoc test.

  

  

**Table S7. Genome wide ChIP-seq analyses using H3K9me2, H3K9me3 and Rhino antibodies.** MACS2 analyses gave the number of significant enriched peaks for both H3K9 marks and Rhino compared to their respective input. The total length of enriched sequences and their proportion in relation to the total size of the *Drosophila melanogaster* genome (%) are given. BED intersect analyses allowed to determine overlap coordinates and to define co-enriched regions.

**Table S8. Chromatin enrichment of the 123 additional piRNA clusters in control and *Kdm3* GLKD ovaries.** MACS2 analyses revealed the presence of H3K9me2, H3K9me3 and/or Rhino enrichments upon the 123 additional piRNA producing regions in *Kdm3* GLKD and in these regions in the control condition. The cumulative size of these regions is given.

**Table S9. piRNA production linked to the chromatin state of the 123 additional piRNA clusters.** The 23-29 nt (unique mappers) production was obtained using ovarian small RNA-seq analyses and the rpm value was calculated using normalization factors estimated from each library depth.

**Table S10. DESeq2 analysis on RNA-seq data from embryos issued from *Kdm3* GLKD or *w* GLKD females as control.** Genes presented here correspond to those that were tested by RT-qPCR experiments (Fig. 5h).

**Table S11. List of primers used.**

How the deposited data were processed for this re-analysis (not part of the article)

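The data are the authors' deposited tables of gene comparisons and their deposited peak lists. The comparisons cover ovary RNA-seq and small RNA-seq of *Kdm3* GLKD females against control sisters, with 3 libraries per group, and RNA-seq of 3- to 5-hour embryos and small RNA-seq of 0- to 2-hour and 3- to 5-hour embryos from *Kdm3* GLKD against *w* GLKD females, with 2 libraries per group. The peak lists cover H3K9me2, H3K9me3 and Rhino in ovaries of *Kdm3* GLKD females and control sisters, with 1 list per mark and genotype.

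The authors aligned RNA-seq reads to the annotated genes with Bowtie, counted them with featureCounts and fitted the comparisons with the authors' DESeq2. For small RNA-seq the authors counted 23- to 29-nt reads that match uniquely, after removing reads of tRNA, miRNA, miscRNA and rRNA. The log2 fold changes and their standard errors are those of the authors' deposited tables. Each p-value of a gene, unadjusted or adjusted, is likewise the authors' deposited value. The base mean is the authors' mean of normalized counts over all libraries of a comparison. The Wald score of the deposited tables was not used. For ChIP-seq the authors mapped reads with BWA, discarded PCR duplicates and called peaks against input with MACS2. The fold ratio of a peak over input and its -log10 q-value are the authors' deposited values, and so is the peak score, which was not used. The release of the annotation behind the ovary tables is not stated in them. They list 17875 genes and the embryo tables 17612. The embryo tables name release 6.36.

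No file holds values per library. A standard deviation, a count per library, a paired test, a fit without a library or another normalization could therefore not be computed, and other splits of the libraries could not be fitted. The depths are those of the paper's Table S2. They are given beside each experiment, and they cover counting only. The counts behind single genes are known only through the base mean. For the genes with a base mean above 0 and under 1, the standard errors in all 5 deposited tables are below the counting error of the reads, which shows that the log2 fold changes of such genes are drawn toward 0.

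The 123 regions with more and the 11 regions with fewer 23- to 29-nt RNAs come from Table S4 of the paper. Genes were placed with the reference annotation of release 6, whose coordinates match the release that the paper names. Of the 17875 gene identifiers of the ovary tables, 17810 were found in the annotation and 65 were not. Of the 17612 in the embryo tables, 17547 were found and 65 were not. A gene belongs to a region if its span overlaps it by at least 1 bp. This gave 273 genes, of which 269 are listed in the embryo tables.

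A gene was counted as called when the authors' adjusted p-value is under 0.05, and the tested genes are those with an adjusted p-value. Shares of region genes were compared with those of other tested genes by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the 7 tests. They were also compared with 10000 placements of the regions at random positions on their own arms, a permutation of positions with two-sided p-values. Correlations across genes are Spearman's rho and Pearson's r with two-sided p-values from 100000 permutations, adjusted over 8 relations. Changes of region genes were compared with 10000 lists of genes drawn at random and matched on the base mean in deciles, and the p-values of these draws are also given as permutation p-values. Lengths in peaks were summed over merged peaks, and shares of the genome refer to the arms 2L, 2R, 3L, 3R, 4 and X. Intervals from placements and lists are the 2.5th and 97.5th percentiles. Random draws used a fixed seed.

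The genes named in the text were chosen by a rule set before the data were examined. They are *Kdm3*, every gene that the paper names as lying in the regions, *hfp*, *otu*, *egg*, *moon*, *rhi*, *CG8176*, *eEF5* and *RpL32*, and from each table the 3 genes with the largest log2 fold change in each direction among those with an adjusted p-value under 0.05 and a base mean of at least 10.

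The alternatives for the calls were an adjusted p-value under 0.01, an unadjusted p-value under 0.05, an absolute log2 fold change of at least 1 and a base mean of at least 10. For the region genes they were all genes listed as background, genes wholly inside a region, the regions with a Rhino peak, the 13 major regions, and 1 gene per region. For the peaks they were a -log10 q-value of at least 5, a fold enrichment of at least 2, the strongest peaks in equal number, another genome length, a cover of at least 10% of a region, and other ways to place regions at random.

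The functions were tested on simulated data. For the shares these used the tested genes of the ovary RNA-seq table. Changed genes drawn at random gave a p-value under 0.05 in 4 of 100 runs of Fisher's exact test and 6 of 100 with placements, and changed genes in runs of 10 neighbors gave 25 and 6. Where 40% of region genes and 10% of other genes were changed, both gave 100 of 100. The correlation test gave 7 of 100 without a relation and 98 of 100 with a planted r of 0.3. The matched lists gave 2.5% without and 95% with a planted shift of -0.3. Interval lengths were checked against bedtools 2.31.1 on the 6 peak lists, with a difference of 0 bp. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

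The small RNA-seq libraries of *hfp* GLKD, of its progeny and of the *BX2* experiment have no deposited table of values and were not analysed here. Reads were not realigned, and the coverage tracks and the piRNA density of the regions were not analysed here.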

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

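Among the tests of this part, those on the strength and the shared length of H3K9me2 peaks and on the share of Rhino peaks on X outside the regions, were chosen only after the result was seen, as was the use of the base mean of at least 10 and of 1 gene per region as tests of an explanation, and as were the medians and calls of the X genes, the matched lists for the difference between tissues and the swap of tissues. Over all parts, 22 tests have a prediction written down.

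The paper discusses Rhino peaks in the 123 regions and in the 11 regions with less piRNA, and there is a signal outside them. In *Kdm3* GLKD ovaries, 713.8 kb of the Rhino peak length (58.4%) lies outside the 123 regions, in 1255 peaks, of which 1007 have no control Rhino peak. The explanation that these are weak peaks called by chance predicts no gain of 23- to 29-nt RNAs. Of 361 tested genes with such a peak, 138 (38.2%) were called higher in ovary 23- to 29-nt RNAs. Among 10606 other genes outside the regions the share was 6.58%. The odds ratio is 8.78 (Fisher's exact p = 2.3e-63, Benjamini-Hochberg adjusted p = 2.3e-62 over 10 tests). The shares argue against that explanation for the peaks as a set. The p-values count neighboring genes, such as the *Sdic* copies on X, as independent, and no random placements were run for this test. They are weaker than the peaks in the regions, with a median -log10 q-value of 5.77 against 8.28. The explanation that control Rhino domains widened needs most of the length near control peaks, and 47.1% lies within 5 kb of one. This 47.1% includes 168978 bp inside control Rhino peaks, which are near by construction and are not widening. The share of the new length near control peaks is therefore smaller, so that widening may account for a part and not for all of it. More abundant mRNA fragments counted as piRNA would tie the changes of RNA and 23- to 29-nt RNAs, and outside the regions their rho was 0.149 over 10040 genes. Of the 722 genes outside the regions called higher in 23- to 29-nt RNAs and tested in both tables, 13.3% were also called higher in RNA, against 5.81% of the others, and their median log2 fold change in RNA was 0.02. Of the genes called lower in 23- to 29-nt RNAs, 28.6% were also called lower in RNA, against 8.39% of the others. Fragments thus do not account for the higher genes as a set, and a contribution for some genes, more so among the lower ones, stays open. The threshold of the region calls in the paper, a strain difference between the sisters and the merging of libraries before peak calling were not tested for these peaks. Reads shared between paralogs were not tested either. A gain of Rhino and piRNA beyond the 123 regions is a hypothesis found and examined on the same libraries.

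H3K9me2 peaks cover 62.0% of X in *Kdm3* GLKD ovaries, against 20.5% in control ovaries, a signal on 1 chromosome that the paper does not report. The 38 regions on X do not account for it, since 8.92% of the new H3K9me2 length on X lies in or within 10 kb of the regions. A small excess of ChIP over input reads along X in the *Kdm3* GLKD libraries predicts weak peaks. X holds 33.0% of the H3K9me2 peak length in *Kdm3* GLKD ovaries, 35.4% at a -log10 q-value of at least 5 and 15.6% at a fold enrichment of at least 2, under its 17.6% of the genome. Among control peaks the same fold filter leaves 14.4% on X, also under that share, so that this test decides nothing, and an excess of reads and a gain of the mark on X cannot be told apart from the peak lists. For Rhino the share of X outside the regions was 2.32 times that of control, so that the regions alone do not account for the share of Rhino on X. In ovary RNA, 12.4% of tested X genes outside the regions were called lower, against 7.65% on the autosomes, and 4.01% higher, against 6.34%, while the median log2 fold changes were -0.03 and 0.00.

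Over the whole genome, the greater length in H3K9me2 peaks raises the same question. Control peaks broken into smaller ones without new ground would keep the length within control peaks, and 46.3% of it is. Weaker and more even enrichment in the *Kdm3* GLKD libraries predicts less length than control among strong peaks. The prediction was written for a -log10 q-value of at least 5, where the ratio was 1.16, against the explanation. At a fold enrichment of at least 2 the ratio was 0.342, as the explanation requires. These filters point in opposite directions, so that a broader mark and a more even enrichment cannot be told apart from the peak lists.

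Region genes changed differently in the 2 tissues. The median difference between the ovary and embryo log2 fold changes was 0.66 for 250 region genes and 0.14 for other genes, a difference of 0.526 (permutation p = 1e-04, the smallest that 10000 permutations can give), which argues against the same change in both. How much of this gap genes of equal expression account for depends on the genes counted. Against lists matched on both base means the excess was 0.17 (median 0.49 in the lists, percentile 99.8). At a base mean of at least 10 in both tables it was 0.73 (1.20 against 0.47, percentile 100). The ovary base mean used for the matching is lifted by a rise in *Kdm3* GLKD ovaries. These lists therefore cannot decide whether expression alone accounts for all of the gap. With a base mean of at least 10 in both tables and the tissues swapped within genes, the medians of 139 region genes relative to all genes were 0.34 in ovaries and -1.20 in embryos (permutation p = 1e-04). The controls differ between the tissues, sisters for ovaries and *w* GLKD progeny for embryos, and this stays confounded with tissue.

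Embryos may differ in stage. The paper states that embryos of *Kdm3* GLKD females stop at different stages, and a younger or delayed group would show more maternal RNA. Across 10662 genes the embryo change rose with the ratio of ovary to embryo base mean (rho = 0.546), and with the ovary base mean alone rho was 0.641, which goes with this explanation. The rise ends in the decile of genes with the highest ratio, where the median log2 fold change was 0.27 with 12.1% lower calls, against 0.97 and 5.16% in the decile below. For the region genes, matched lists of equal base mean were used to allow for it. All 250 region genes lay at the 98.4th percentile of the matched lists, above the median of the lists by 0.12 (permutation p = 0.032), and the genes wholly inside a region were above it by 0.50 (permutation p = 2e-04). Over all of them, no fall beyond that of matched genes was seen. The 139 genes with a base mean of at least 10 in both tables lay at percentile 0.34, below the median of the lists by 0.39. The filter and the matching use the ovary base mean, which a rise in *Kdm3* GLKD ovaries lifts. Of the 183 region genes with an ovary base mean of at least 10, 97 were called higher in ovary RNA. Such genes were matched with genes of more control ovary RNA. The deciles of lowest ratio fell most, with medians of -1.29 and -1.28, so that the matching itself can give a deficit. This test therefore cannot decide whether expression alone accounts for the fall of these genes. A dose effect of piRNA predicts a negative rho between piRNA gain and embryo change. Over all region genes it was -0.00799 with ovary, 0.0993 with 0- to 2-hour and 0.123 with 3- to 5-hour 23- to 29-nt RNAs (permutation p = 0.90, 0.12 and 0.056), against the prediction, and with 1 gene per region it was -0.265 with ovary, -0.217 with 0- to 2-hour and -0.169 with 3- to 5-hour 23- to 29-nt RNAs, the last with a permutation p of 0.089, where the prediction required a p under 0.05 in each of the 3. Neighboring genes of a region and genes with few reads keep this open, so that a dose effect and its absence cannot be told apart.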

How the results depend on the processing

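The alternatives below were set before the data were examined. They gave 148 values for 34 results. Of these values, 104 kept the direction and the side of the threshold or, for a count or length, stayed close to the first value. A further 6 lost the threshold, 6 passed it, 11 reversed and 21 moved. The 104 include the peak length ratios of each mark at another genome length and on the major arms only. These ratios could not change, so they are no evidence of stability. For 8 results no alternative changed direction, threshold or count. Among them, the odds ratio of higher calls for region genes ranged from 10.5 to 39.7 in ovary RNA and from 65.4 to 361 in ovary 23- to 29-nt RNAs. At 0 to 2 hours it ranged from 23.6 to 84.5 and at 3 to 5 hours from 28.7 to 112 in embryo 23- to 29-nt RNAs. The correlation of the ovary RNA and 23- to 29-nt RNA changes ranged from 0.53 to 0.63. The length of the regions in Rhino peaks ranged from 12.2 to 21.4%.

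The counts of called genes moved with the threshold, as its construction implies. At an adjusted p-value under 0.01, the authors' deposited tables give 508 higher genes in ovary RNA, 287 lower in ovary 23- to 29-nt RNAs, 1278 higher and 790 lower in embryo RNA, and 44 and 56 lower in embryo 23- to 29-nt RNAs at 0 to 2 and 3 to 5 hours. With an absolute log2 fold change of at least 1, they give 94 higher and 121 lower genes in ovary RNA and 197 lower in ovary 23- to 29-nt RNAs. At an unadjusted p-value under 0.05, they give 1385 higher and 1561 lower in ovary RNA, 1639 and 940 in ovary 23- to 29-nt RNAs, 446 and 288 at 0 to 2 hours, and 426 and 363 at 3 to 5 hours.

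For region genes, the odds ratio of lower calls in ovary RNA rose to 1.62 and passed its threshold with all genes listed as background, and reversed to 0.68 with genes wholly inside a region. In embryo RNA the odds ratio of lower calls lost its threshold at 1.51 with genes wholly inside a region and at 1.12 with the 13 major regions, and that of higher calls at 0.46 with the 13 major regions. The cause was not tested.

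The rho of embryo RNA change and 23- to 29-nt RNA gain was -0.265 with the ovary gain and 1 gene per region, which passed its threshold. With the gain at 0 to 2 hours it reversed to -0.080 at a base mean of at least 10 and to -0.217 with 1 gene per region. With the gain at 3 to 5 hours it reversed to -0.0095 and -0.169 under the same alternatives. The difference between region genes and matched genes in embryo RNA reversed to -0.39 at a base mean of at least 10 and to -0.38 with 1 gene per region, and lost its threshold at 0.15 with the regions that have a Rhino peak. These alternatives leave out genes with few reads or neighboring genes, and the cause was not tested.

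With peaks of a fold enrichment of at least 2, the *Kdm3* GLKD over control length reversed to 0.342 for H3K9me2 and 0.891 for H3K9me3. Region length in H3K9me2 peaks fell to 8.29% and lost its threshold, region length in H3K9me3 peaks fell to 3.65%, below the placements, the regions with a Rhino peak fell to 42, and the ratio of the length with all 3 fell to 1.64. At a -log10 q-value of at least 5, region length in H3K9me3 peaks fell to 12.5%, below the median of the placements. With the strongest peaks in equal number it fell to 21.6% and lost its threshold, and the Rhino length ratio fell to 2.47. When peaks had to cover at least 10% of a region, 42 regions had a Rhino peak. The cause was not tested.

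The median distance of the regions passed its threshold when placements had to avoid the control peaks, at 0 kb for H3K9me2 and 0.67 kb for H3K9me3. This alternative forces every placement away from the peaks while regions may overlap them, so its construction gives the difference. With only the regions that hold no control peak of the mark, the distances were 6.46 kb for H3K9me2 and 9.36 kb for H3K9me3, both shorter than in the placements that hold none.

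No paired analysis was possible because the deposited tables hold no values per library. For the same reason the fits that leave out each replicate in turn, the replicate block, and edgeR with TMM against the size factors of the authors' tool were not run. Depth limits the embryo 23- to 29-nt RNA results most, where 4715 and 4450 of 17612 genes could be tested.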

Differences from the paper's values

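The paper reports 1283 genes with more RNA in *Kdm3* GLKD ovaries, and the authors' deposited table has 769 at an adjusted p-value under 0.05. As a share of the listed genes, the paper's value is 7.3%, and the authors' deposited table gives 4.30%. Of the alternatives set before the data were examined, an unadjusted p-value under 0.05 closed both gaps, with 1385 genes and 7.75%. An adjusted p-value under 0.01 (508 genes, 2.84%), a base mean of at least 10 (755 genes, 4.22%) and an absolute log2 fold change of at least 1 (94 genes, 0.526%) did not.

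The paper's supplement gives the length of Rhino peaks by overlap with H3K9me2 and H3K9me3. Without either histone mark, the paper's length in *Kdm3* GLKD ovaries is 383892 bp and the peak lists give 166442 bp. With H3K9me2 only, the paper's length is 49869 bp and the lists give 233937 bp. With H3K9me3 only, the paper's length is 184 bp and the lists give 33566 bp, while in control ovaries the paper's length is 0 bp and the lists give 1642 bp. Within the 123 regions, the paper's lengths in *Kdm3* GLKD ovaries are 205144 bp without either mark, 35452 bp with H3K9me2 only and 184 bp with H3K9me3 only, and the lists give 44485, 191959 and 4336 bp. Of the alternatives set before the data were examined, a fold enrichment of at least 2 closed the gap in *Kdm3* GLKD ovaries without either mark, at 374295 bp. Within the regions it gave 306472 bp without either mark and 24340 bp with H3K9me2 only, on the other side of the paper's lengths and just within 1.5 times of them. In control ovaries it gave 0 bp with H3K9me3 only. It left 29327 bp with H3K9me2 only in the genome, and 97432 bp in the genome and 12463 bp in the regions with H3K9me3 only. A -log10 q-value of at least 5 gave 134401 bp without either mark within the regions, nearer to the paper's length in bp but just outside 1.5 times of it, and closed none of the other gaps. The length with all 3 kinds of peak, 788729 bp, is the same in the paper's supplement and in the peak lists, and it fell to 162129 bp at a fold enrichment of at least 2.

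The paper states that the overlap of H3K9me3 with H3K9me2 remained stable in *Kdm3* GLKD ovaries. In the peak lists it was 97.6% of the H3K9me3 length in control and 84.4% in *Kdm3* GLKD ovaries, while the length in both kinds of peak was nearly unchanged, 22923361 bp against 23465150 bp. The paper's text calls the 11 regions with less piRNA intergenic, while its Table S4 names a gene for 3 of them, and 10 annotated genes overlap them. The paper states in its discussion that the regions were not transcribed in wild-type ovaries, and in its results that numerous genes in them are not. In the authors' deposited table of ovary RNA, 41 of the 273 region genes (15.0%) have a base mean of at least 100 and a log2 fold change of 0 or lower, which places their control mean at or above that level. A base mean under 10 is listed for 90 (33.0%).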

Other observations

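In this part, the ratio of the odds ratios, the shares by chromosome, table and direction, and the copies in regions with little control H3K9me2 are tests chosen only after the result was seen.

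The 11 regions with less piRNA lie on chromosome 3 except for 1 on 2R. For R-9 on 3R, Table S4 names *Sb* and gives 10.1 rpm in control and 0.1 rpm in *Kdm3* GLKD ovaries. Control sisters carry the balancer, and the paper's text states neither its chromosome nor that of the *Kdm3* shRNA. A strain difference on chromosome 3 between the sisters is a candidate explanation. Outside all these regions, 16.7% of tested genes on chromosome 3 were called different in ovary RNA, against 12.5% on the other chromosomes (odds ratio 1.40, Fisher's exact p = 7.3e-10). In embryo RNA, where both groups come from other crosses, the odds ratio was 1.01. There it was 0.91 for higher calls (Fisher's exact p = 0.049) and 1.13 for lower calls (Fisher's exact p = 0.021), in opposite directions. On the 9803 genes tested in both, the ratio of the odds ratios was 1.46 (permutation p = 1e-04, the smallest that 10000 permutations can give). The excess in ovary RNA lies in the higher calls (odds ratio 1.88) more than in the lower calls (1.08). Of the tested genes on X, 16.4% were called different, against 10.7% on chromosome 2, so that chromosome 3 is not alone. In ovary 23- to 29-nt RNAs the odds ratio for chromosome 3 was 1.24 for lower calls (Fisher's exact p = 0.031) and 0.79 for higher calls (Fisher's exact p = 0.0018), and 0.92 for both together. Of the 467 control Rhino peaks, 166 (35.5%) have no *Kdm3* GLKD Rhino peak, and these make up 58.0% of the peaks on chromosome 3 and 17.7% of those elsewhere (odds ratio 6.42, Fisher's exact p = 1.4e-19). These values go with a strain difference and leave open a loss of Rhino that follows *Kdm3* GLKD, since the genotypes of the sisters are confounded with the knockdown.

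Rhino peaks without an H3K9me2 or H3K9me3 peak number 355 in *Kdm3* GLKD ovaries. Gaps in broken histone peaks would put most of this length next to one. Within 1 kb of a histone peak lay 32.0% of it, above the placements (median 15.1%, 12.2 to 18.4%) but under the 50% that the prediction set, so that gaps and other causes cannot be told apart for this length. Weak Rhino peaks near the threshold are another candidate explanation. The median -log10 q-value of these peaks was 5.08, against 7.78 in the peaks with a mark (difference -2.70, permutation p = 1e-04), so that they are weaker but their median is not near the threshold of the calls, and weak peaks and other causes cannot be told apart either. No biological explanation was tested.

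Region genes had more RNA in ovaries than genes of equal base mean, at percentile 100 of the matched lists. The lists compare signed medians, and their base mean is lifted by a rise in *Kdm3* GLKD ovaries. They show a shift toward more RNA. Whether weakly expressed genes have larger fold changes in both directions was not tested.

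The regions hold the midpoints of 336 annotated transposable element copies, more than the placements (median 113). This argues against their avoidance because only unique reads were counted. It does not decide on a role of single copies. The placements keep the arm and not the position along it, and the number of regions with a copy was not set against them. The share of length in copies was not higher, at 5.40% against 5.96%. In the 89 regions with at most 10% of their length in control H3K9me2 peaks, copies number 13.6 per 100 kb, against 1.71 in the placements. Which copies the flies used here carry was not tested, and the annotation is that of the reference strain.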
